# Whole genome analysis of p38 SAPK-mediated gene expression upon stress

**DOI:** 10.1186/1471-2164-11-144

**Published:** 2010-03-01

**Authors:** Isabel Ferreiro, Manel Joaquin, Abul Islam, Gonzalo Gomez-Lopez, Montserrat Barragan, Luís Lombardía, Orlando Domínguez, David G Pisano, Nuria Lopez-Bigas, Angel R Nebreda, Francesc Posas

## Abstract

**Background:**

Cells have the ability to respond and adapt to environmental changes through activation of stress-activated protein kinases (SAPKs). Although p38 SAPK signalling is known to participate in the regulation of gene expression little is known on the molecular mechanisms used by this SAPK to regulate stress-responsive genes and the overall set of genes regulated by p38 in response to different stimuli.

**Results:**

Here, we report a whole genome expression analyses on mouse embryonic fibroblasts (MEFs) treated with three different p38 SAPK activating-stimuli, namely osmostress, the cytokine TNFα and the protein synthesis inhibitor anisomycin. We have found that the activation kinetics of p38α SAPK in response to these insults is different and also leads to a complex gene pattern response specific for a given stress with a restricted set of overlapping genes. In addition, we have analysed the contribution of p38α the major p38 family member present in MEFs, to the overall stress-induced transcriptional response by using both a chemical inhibitor (SB203580) and p38α deficient (p38α^-/-^) MEFs. We show here that p38 SAPK dependency ranged between 60% and 88% depending on the treatments and that there is a very good overlap between the inhibitor treatment and the ko cells. Furthermore, we have found that the dependency of SAPK varies depending on the time the cells are subjected to osmostress.

**Conclusions:**

Our genome-wide transcriptional analyses shows a selective response to specific stimuli and a restricted common response of up to 20% of the stress up-regulated early genes that involves an important set of transcription factors, which might be critical for either cell adaptation or preparation for continuous extra-cellular changes. Interestingly, up to 85% of the up-regulated genes are under the transcriptional control of p38 SAPK. Thus, activation of p38 SAPK is critical to elicit the early gene expression program required for cell adaptation to stress.

## Background

Cells have the ability to respond and adapt to environmental changes through the activation of stress-activated protein kinases (SAPKs). A well-studied prototype of SAPK is the budding yeast *Saccharomyces cerevisae *Hog1. Upon osmotic shock, two complex molecular osmosensing systems located at the plasma membrane convert the extracellular information into a signal that leads to a rapid and transient Hog1 activation and nuclear translocation of this SAPK [1]. The activity of Hog1 is essential for adaptation to osmostress and regulates key biological processes such us cell cycle and gene expression [2]. In response to osmostress, the Hog1 SAPK is a key regulatory element for the activation of a specific osmostress-induced gene program. Genome-wide transcription studies have revealed that close to a 7% of the whole budding yeast genome had significant and transient changes in the expression levels of the genes after osmotic shock. Moreover, up to 70% of those regulated genes depend on the Hog1 SAPK activity. Taken together, the data in yeast indicate that there is a key role for SAPKs in reprogramming the gene expression capacity of cells in response to external stimulus [3,4]. The mammalian structural and functional homolog of the Hog1 SAPK is the p38 family of SAPKs. It is worth noting that heterologous expression of the p38 SAPK is able to rescue the sensitivity to osmostress of a *hog1 *deficient yeast strain [5]. In contrast to Hog1, which is activated primarily upon osmostress, mammalian p38 SAPKs are activated in response to many insults such as infection, inflammatory cytokines, anisomycin and by a broad range of environmental stresses (e.g., osmostress, UV, heat stress, heavy metals, etc). Four genes encode p38 SAPKs in mammals. However, whereas p38α and p38β seem to have overlapping functions and are widely expressed, being p38α the most abundant protein in all tissues, p38γ and p38δ are expressed in specific cell types and are likely to have specialised functions. Moreover p38 SAPKs have been involved in several biological processes such as inflammation, cell growth, cell differentiation, cell cycle and cell death [6-8]. Although it has been shown that p38 MAPK signalling participates in the regulation of gene transcription little is known on the molecular mechanisms used by this SAPK to regulate stress-responsive gene expression as well as the overall set of genes regulated by p38 in response to different stimuli [9]. p38 SAPK transcriptional profiles have been described in primary endothelial cells from human umbilical veins and rat fibroblasts-like synuviocytes after long term incubation with TNFα [10,11], in response to the inhibition of the p38 SAPK in primary human keratinocytes [12] and proliferating cardiomyocites [13]. However comprehensive genome-wide transcription studies describing the involvement of the p38 SAPK on immediate stress-induced genes or a comparative analysis of the genes that respond to different stimuli under the SAPK activation have not been reported to date.

To gain a deeper knowledge on the p38 SAPK transcriptome we have performed whole genome microarray analysis using mouse embryonic fibroblasts (MEFs) treated with different p38 SAPK activators, namely osmostress, the cytokine TNFα and the protein synthesis inhibitor anisomycin. In addition, we have analysed the contribution of p38α, the major p38 family member present in MEFs to the overall transcription in response to those stimuli by using both the chemical inhibitor SB203580 and p38α knockout MEFs. The results obtained show a complex gene pattern response specific for a given stress with a restricted set of overlapping genes being both highly dependent on p38 SAPK activity.

## Results

### The activation kinetics of p38α SAPK in response to external insults depends on the stimuli

To analyse the kinetics of activation of p38 SAPK in response to several stimuli, we assessed p38 SAPK phosphorylation on the activating residues Thr180 and Tyr182 by western blot using a phospho-specific antibody. Addition of TNFα (100 ng/ml) to MEFs induced a rapid and sharp activation of the SAPK followed by a quick down-regulation. On the other hand, anisomycin, at a concentration that does not fully block protein synthesis (25 ng/ml) [14], was able to activate p38 SAPK to a greater extent, peaking at 30 minutes, decreasing slowly afterwards and with a clear reduction after 120 minutes. An hyperosmotic shock induced by NaCl (100 mM) was able to activate p38 SAPK with a slower kinetics than TNFα with a peak at 45 minutes followed by a down-regulation. Anisomycin had a similar kinetic to that seen for osmostress. Moreover, both anisomycin and NaCl induced longer p38 SAPK activation than TNFα over time (Figure 1A, left panels). Therefore, all the stimuli tested were able to transiently activate p38 SAPK although with different kinetics.

**Figure 1:**
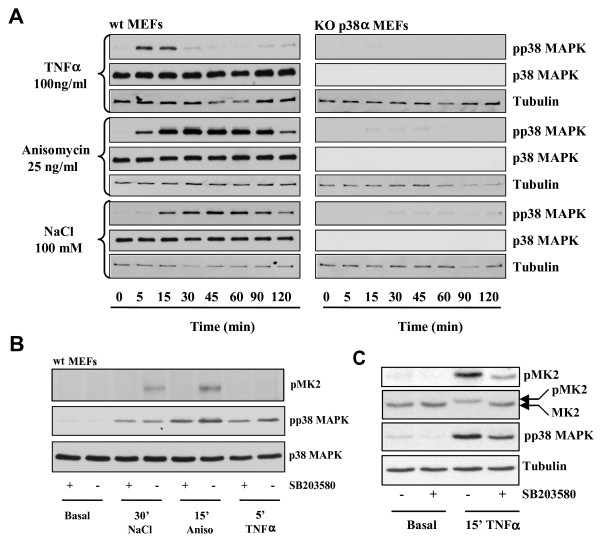
**p38 SAPK activation in wt MEFs and p38α^-/- ^knock out MEFs**. A. wt and p38α^-/- ^MEFs cells were stimulated with 100 ng/ml TNFα, 25 ng/ml anisomycin and 100 mM NaCl for the indicated times. Cleared cell lysates were subsequently analysed by western blotting with antibodies that recognise the phosphorylated and active form of p38 SAPK, total p38α SAPK or tubulin. Representative western blots are shown. B. wt MEFs were pre-treated or not with 10 μM SB203502 prior to the addition of the p38 SAPK activators for the indicated times. Cleared cell lysates were subsequently analysed by western blotting with antibodies that recognise phosphorylated MK2, the phosphorylated and active form of p38 SAPK and total p38α SAPK. Representative western blots are shown. C. As in B western blots were analysed with antibodies raised against total and phosphorylated MK2, pp38 SAPK and tubulin. Rrepresentatives western blots are shown.

Importantly, the three stimuli did not induce detectable p38 SAPK activation in p38α^-/- ^MEFs, indicating that these cells represent a useful tool to study the loss of function of p38 SAPK (Figure 1A, right panels). We also confirmed that the chemical inhibitor SB203580 did no prevent p38α phosphorylation but impaired the phosphorylation of the p38 SAPK substrate MK2, indicating that was able to inhibit p38 activation (Figure 1B). We were not eble to detect MK2 phosphorylation upon TNFα addition at 5'. Therefore we extended the incubation time with this cytokine. After 15' of TNFα addition we could detect a slow migrating form of the MK2 protein that correlated with its phosphorylation. Both events were prevented by the p38 SAPK chemical inhibitor SB203580 (Figure 1C).

### Activation of p38 by different stimuli leads to the regulation of different sets of genes

To analyse the gene expression changes mediated by p38 SAPK in response to different stimuli, wild type and p38α knockout MEFs were treated with TNFα (100 ng/ml) for 45 minutes, anisomycin (25 ng/ml) for 45 minutes and NaCl (100 mM) for 2 h. In addition, wild type MEFs were also pre-treated with 10 μM SB203580 for 30 min before stimulation. 

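Mouse embryonic fibroblasts (MEFs) are cells grown from mouse embryos, and p38α-/- MEFs lack the p38α kinase that the gene Mapk14 encodes. The deposited data were 30 2-colour Agilent 44K arrays, 2 for each of 15 groups of cells, of which 11 were wild type MEFs and 4 were p38α-/- MEFs. Wild type MEFs received the protein synthesis inhibitor anisomycin (25 ng/ml, 45 min), the cytokine TNFα (100 ng/ml, 45 min) or 100 mM NaCl (45 min, 2 h or 8 h), each alone and after the p38 inhibitor SB203580, and the remaining wild type group received SB203580 alone. The p38α-/- MEFs were untreated or received anisomycin, TNFα or NaCl for 2 h. For SB203580 the paper gives 10 μM and 30 min before the stress, whereas the sample labels give 10 mM and 2 h, and the paper's values are used here. For NaCl in p38α-/- MEFs the paper and the labels give 2 h, whereas Additional file 1 gives 45 min. On every array the treated sample carried the dye Cy5 and a pool of 2 untreated wild type cultures carried Cy3, with no dye swap. The pool is therefore the only control sample, its own spread is left out of every test, and a bias between the dyes stays in the ratios. The authors extracted spot intensities with Agilent Feature Extraction, which put a surrogate in place of dim signals and normalized the dyes by a linear and a LOWESS step, and deposited the log10 ratio of Cy5 to Cy3. The array files name version 8.1.1.1 of this software, while the paper's methods name a later one. Of the probes other than controls, between 81.1% and 96.8% per array (median 92.4%) were well above background in Cy5 and between 92.6% and 98.9% (median 97.2%) in Cy3. Spots that the software marked as outliers were left out, which took between 6.78% and 44.8% of spots per array (median 16.0%), with the highest share on the second wild type array of NaCl for 45 min. The number of arrays, 2 per group, limits the precision of every value.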

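Mapk14 is read by 1 probe, and its log2 ratio to the wild type pool is given for each array on which the spot was not an outlier. In p38α-/- MEFs it was -0.94 on the first array without treatment, -1.26 and -2.24 with anisomycin, -1.13 on the second array with TNFα, and -1.09 and -1.93 with NaCl. The means were -1.75 ± 0.70 (SD, n = 2, adjusted p = 0.00152 from limma) with anisomycin and -1.51 ± 0.60 (SD, n = 2, adjusted p = 0.00228 from limma) with NaCl. In wild type MEFs it was 0.32 and 0.05 with anisomycin, 0.34 on the first array with TNFα, 0.27 on the first array with NaCl for 45 min, 0.47 and 0.05 after 2 h, and 0.92 and 1.31 after 8 h. With SB203580 it was 0.70 on the first array without stress, 0.46 on the first with anisomycin, 0.39 and 0.23 with TNFα, 0.54 and 0.32 with NaCl for 45 min, 0.30 on the first array after 2 h and 0.72 on 1 array after 8 h. Every measured p38α-/- array was below the pool and every measured wild type array was above it, and of the wild type groups with 2 measured arrays only NaCl for 8 h differed from the pool, at 1.11 ± 0.28 (SD, n = 2, adjusted p = 0.00784 from limma).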

After cell treatments, total RNA from two independent experiments was extracted, quantified and validated by Northern Blot (data not shown) prior to being converted to cDNA, labelled and hybridized with a mouse 44K whole genome microarray from Agilent. The microarray contained 41,175 probe-Ids representing 19,261 unique genes (Ensemble v52, *mus musculus *gene NCBIM37) with every gene being covered on average by at least two different probes. The hybridizations were referenced to a pool of cDNAs from two non-treated wild type MEFs used as a background control. The raw microarray and normalized data have been deposited in the Gene Expression Omnibus database (accession number GSE18320). To assess the statistical robustness of our microarray data we performed a Pearson correlation coefficient (PCC) analysis for all the probes found on the microarray using the statistical program R (version 2.10.0; http://www.r-project.org). 

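Pearson's r between the 2 arrays of each group was computed across all probes other than controls, on the background-subtracted signal of each channel. These probes are not independent replicates, so r describes the arrays and carries no p-value. Of the 30 correlations, 26 were above 0.9. In Cy5, the channel of the treated sample, r lay between 0.747 and 0.985 with a median of 0.969, and in Cy3, the channel of the pool, between 0.792 and 0.989 with a median of 0.97. The 4 correlations under 0.9 were those of p38α-/- MEFs with anisomycin, which gave the lowest value in each channel, and of p38α-/- MEFs with NaCl for 2 h, at 0.85 in both channels. On the log2 scale of the processed signals, on which bright probes weigh less, r was above 0.9 in 30 of 30.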

All samples showed a high correlation coefficient between the two replicates with most correlation values higher than 0.9, indicating a high reproducibility between the experimental duplicates (additional file 1). The quality of the microarray data was also diagnosed using the Bioconductor package arrayQualityMetrics [15]. The quality of the microarray data was determined by MA plots whereas the reproducibility and homogeneity between the experiments was assessed respectively by Box plots and Density plots. All these analyses showed a high quality for both the array data and the experimental duplicates (additional files 2 and 6). Once we assessed the quality and reproducibility of the raw data we took the log2 ratio average of the two independent hybridizations per biological condition and subsequently the Agilent probe-Ids were converted to unique ensemble gene-Ids. 

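From the deposited log10 ratios, log2 ratios were computed, spots of a probe were averaged on each array, and the probes of a gene were averaged under the gene name in the array files. The 33453 probes with a gene name gave 21689 genes, and 15887 of the 16836 NM accessions on the array were found in the annotation of GRCm38.p6, from which newer symbols were taken. A gene counted in a group only when both arrays measured it, which held for between 13296 genes with NaCl for 45 min in wild type MEFs and 19223 genes with NaCl for 2 h in p38α-/- MEFs. The mean of the 2 log2 ratios was the measure of induction. In addition, a linear model with 1 mean per group was fitted to all arrays with limma, which left 15 residual degrees of freedom, and each mean was tested against a ratio of 0 with Benjamini-Hochberg adjustment over the genes measured.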

On top of that, to minimize the false positives, we set up 2.5-fold induction cut off and considered those genes as true stress-induced genes and selected them for further analysis. The treatments with TNFα and anisomycin induced 2.5-fold a total of 144 and 146 unique genes, respectively, whereas NaCl induced 178 unique genes (Figure 2A). 

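At a mean of 2.5-fold over the pool, 82 of 15379 measured genes were up-regulated by TNFα, 96 of 15720 by anisomycin and 108 of 18504 by NaCl for 2 h. Of these, 61, 60 and 85 also had an adjusted p under 0.05 in limma, and 45, 31 and 50 were above 2.5-fold on both arrays. In 100 simulations of unchanged cultures set against 1 pool of 2 cultures, with the spread that replicates showed, a mean of 36.0, 36.5 and 36.0 genes passed the same threshold. That spread includes noise of single arrays, which a pool does not share between arrays, so the simulated counts and overlaps may be too high. Leaving out 1 array moved the counts most: the first array alone gave 206 genes for TNFα, 330 for anisomycin and 303 for NaCl, and the second array alone gave 71, 58 and 83. Background correction by normexp with loess in place of the authors' processing gave 43, 33 and 54 genes. Among genes above 2.5-fold on both arrays, the largest log2 ratios with TNFα were those of Ccl20, 7.07 ± 0.15 (SD, n = 2, adjusted p = 3.13e-09 from limma), and Cxcl10, 6.64 ± 0.43, followed by Olfr1015, 5.34 ± 0.50. With anisomycin, Jun, Btg2 and Egr1 were followed by Rhob at 3.04 ± 0.18 (SD, n = 2, adjusted p = 2.91e-07 from limma) and Plk3 at 2.53 ± 0.53 (SD, n = 2). With NaCl, Fos, Jun, Dusp1 and Ptgs2 were followed by Adamts1 at 2.84 ± 0.48 (SD, n = 2, adjusted p = 0.000203 from limma).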

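Each list of genes above 2.5-fold was set against the other two. In the TNFα list 48 genes (58.5%) were in no other list, in the anisomycin list 53 (55.2%) and in the NaCl list 70 (64.8%). Anisomycin and TNFα shared 26 genes, anisomycin and NaCl 30, and TNFα and NaCl 21. All 3 lists were measured against the same pool, which gives shared genes without any effect of the treatments. In simulations of unchanged cultures against a shared pool, the mean overlap was 15.7 genes for the first pair, 15.7 for the second and 15.2 for the last, and the highest of 100 draws was 26, 27 and 27. The overlap of anisomycin and NaCl lay above the highest draw, and that of anisomycin and TNFα at it. That of TNFα and NaCl lay under it. With a single unchanged culture as the simulated control in place of the pool, the mean overlaps were 38.1, 38.6 and 38.3 genes, above all 3 counts. With normexp and loess the pairs shared 13, 10 and 10 genes.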

Although there is some gene overlapping between the treatments, each stimulus induced a large set of specific genes. 

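At a mean of 2.5-fold in each of the 3 treatments, 13 genes were in all lists. The shared pool gave a mean of 10.0 common genes in simulations of unchanged cultures, with a highest draw of 19. Both numbers may be too high, since the simulated pool was given noise of single arrays as well. All 13 were above the threshold on the first array of each treatment, whereas on the second arrays 4 were, namely Egr1, Epha2, Jun and Zfp36l1, of which Zfp36l1 was singled out after its values were seen. Epha2 had log2 ratios of 2.43 with anisomycin, 1.68 with TNFα and 2.08 with NaCl, and Zfp36l1 had 1.52, 1.73 and 2.30. The number was 5 with normexp and loess, and 8 when only probes well above background were used. It lay between 5 without the first NaCl array and 23 without the second TNFα array.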

The common response to the three treatments was limited to 30 unique genes (Figure 2B).

**Figure 2:**
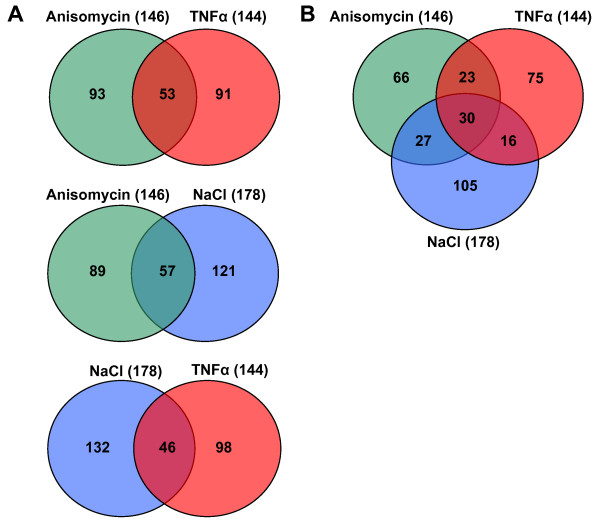
**Genes up-regulated by anisomycin, TNFα and NaCl**. A. Venn diagrams show the total numbers of genes up-regulated more than 2.5 fold and the overlapping between the treatments. B. Venn diagram showing the gene overlapping among the three treatments used.

We then analysed the contribution of p38α SAPK to the gene expression changes induced by different stimuli. To this end, we compared the gene expression profiles from wild type MEFs either with those obtained from p38α^-/- ^MEFs and from wild type MEFs treated with the p38α/p38β SAPK inhibitor SB203580. We considered that a gene was dependent on p38 SAPK activity when its expression was reduced at least 50% in SB203580 treated MEFs or in p38α^-/- ^MEFs. 

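Dependency was computed on the log2 scale: an up-regulated gene counted as p38 dependent when its log2 ratio to the wild type pool in p38α-/- MEFs, or with SB203580, was at most 50% of that with the stress alone. This scale was chosen because the values listed in Additional file 3 give the counts of Figure 3 on it. The arithmetic behind those listed values was then compared with the arrays, gene by gene, at a tolerance of 0.02. Of the paper's wild type values, 94 of 137 with anisomycin (68.6%), 87 with TNFα (64.9%) and 142 of 165 with NaCl for 2 h (86.1%) equalled the mean ratio of a probe. Of the paper's values for p38α-/- MEFs, 2.19%, 3.73% and 3.03% equalled the mean ratio itself, and 56.2%, 62.7% and 69.1% did so after the ratio of untreated p38α-/- MEFs was subtracted. Of the paper's values for SB203580, 62.0% with anisomycin and 70.3% with NaCl did so after the ratio of SB203580 alone was subtracted, and 0.746% with TNFα. The shares of dependent genes are therefore given both from the ratios to the pool and after this subtraction.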

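In p38α-/- MEFs, 66 of 96 anisomycin genes were at most 50% of their wild type log2 ratio (68.8%, 95% interval 58.5% to 77.8%), 37 of 78 TNFα genes (47.4%, 36.0% to 59.1%) and 39 of 106 NaCl genes (36.8%, 27.6% to 46.7%). With SB203580 the numbers were 36 of 94 (38.3%, 28.5% to 48.9%), 14 of 78 (17.9%, 10.2% to 28.3%) and 19 of 107 (17.8%, 11.0% to 26.3%). The intervals are exact Clopper-Pearson intervals over genes and cover counting error only. Subtracting the unstressed group of the same arm moved the shares to 91.6%, 72.0% and 51.5% in p38α-/- MEFs and to 87.9%, 63.2% and 61.8% with SB203580. Here and below, subtraction takes the pool's deviation and a dye bias out of the arm but leaves them in the wild type value. No array of untreated wild type MEFs was made to subtract from it. Genes were picked by that value, so their share can rise without any dependency. No simulation without dependency was made after the subtraction. Without the subtraction, the series matrix values, the authors' own table of the same arrays, gave 38.4%, 22.2% and 2.86% in p38α-/- MEFs. When genes without any dependency were simulated and picked by their wild type value in the same way, 25.3%, 24.5% and 21.6% counted as dependent in p38α-/- MEFs and 11.6%, 12.2% and 10.0% with SB203580. A lower ratio by limma's test of the difference, at an adjusted p under 0.05, was found in p38α-/- MEFs for 13, 7 and 2 of the genes, and for 40, 25 and 26 at an unadjusted p under 0.05. With SB203580 the adjusted numbers were 2, 0 and 0, and the unadjusted ones 36, 17 and 22. This test has no term for the replicate number, which pairs the arrays within a genotype. With the number as a block in limma, chosen after seeing the data, 21, 10 and 3 genes were lower in p38α-/- MEFs, and with SB203580 4, 1 and 3, or 4, 1 and 2 in a fit of the wild type arrays only. Over all arrays this block has 1 effect for both genotypes, so only the fit of the wild type arrays pairs samples within a genotype. Single arrays moved the shares: without the second wild type array those in p38α-/- MEFs were 86.6%, 72.0% and 61.1%, and the anisomycin share with SB203580 was 22.9% without the second and 70.2% without the first SB203580 array.

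**Figure D1:**
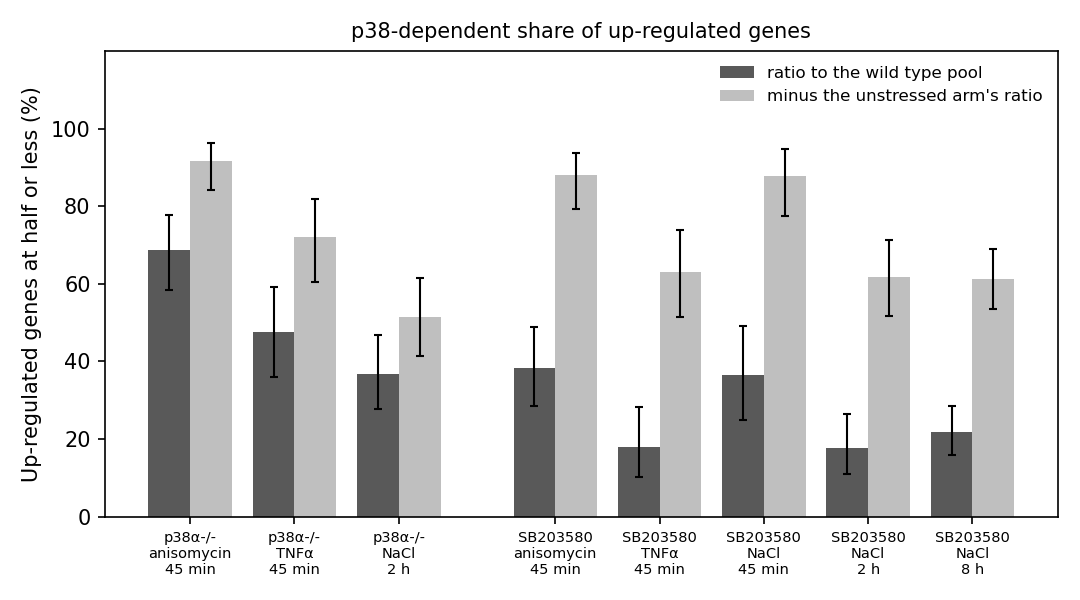
Percentage of up-regulated genes at most 50% of their wild type log2 ratio (y axis, in %) in p38α-/- MEFs and with SB203580, for each stress (x axis). Dark bars use the ratio to the wild type pool, light bars the same ratio minus that of the unstressed arm, and error bars are exact 95% intervals over genes. With SB203580 the light bars lie between 61.3% and 87.9% and the dark bars between 17.8% and 38.3%.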

Taking this into account, the p38 SAPK dependency ranged between 60% and 88% depending on the treatments (Figure 3A-C, top histograms). 

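The genes dependent in p38α-/- MEFs and those dependent with SB203580 were compared among the up-regulated genes measured in both arms. With anisomycin, 25 of 94 genes were dependent in both, where 24.9 would be if the arms were independent, and 18 in neither. With TNFα the number was 11 of 75 against 6.72, with 36 in neither, and with NaCl for 2 h 11 against 6.88, with 59 in neither. Both arms are compared with the same wild type arrays, and in simulations without any dependency a mean of 8.71, 8.1 and 8.7 genes were in both. After subtraction of each arm's unstressed group, 76 of 90, 42 of 72 and 44 of 97 genes were dependent in both, where independent arms give 74.6, 34.7 and 31.5. No simulation was made for these numbers, and the subtraction leaves the pool's deviation in the wild type values that both arms share. Of the genes dependent with SB203580, 69.4%, 78.6% and 57.9% were also dependent in p38α-/- MEFs before the subtraction, and 96.2%, 87.5% and 73.3% after it.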

Interestingly, the Venn diagrams (Figure 3A-C, bottom panels) showed in all cases a large degree of overlapping between the genes affected in p38α^-/- ^knock out MEFs and SB203580-treated MEFs, supporting that expression of these genes was indeed p38 dependent. A full list of the up-regulated genes and their p38 SAPK dependency is accessible as supplementary material in an Excel spreadsheet (additional file 3).

**Figure 3:**
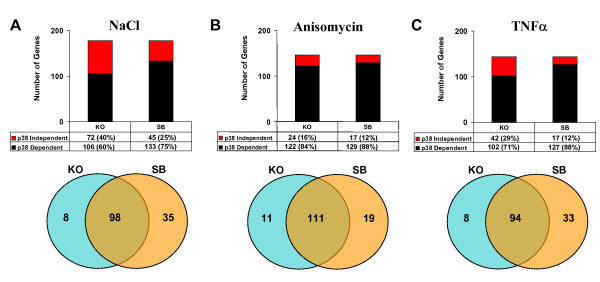
**p38 SAPK dependency of the genes up-regulated by anisomycin, TNFα and NaCl**. p38 SAPK dependency of the genes up-regulated more than 2.5 fold in wt MEFs pre-treated with SB203580 or in p38α^-/- ^MEFs treated with NaCl (A) anisomycin (B) or TNFα (C). The histogram shows the percentage of p38 dependent (black) and independent genes (red). Total p38 dependent (black) and independent (red) gene numbers are also shown. The Venn diagrams show the overlapping of p38 dependent genes between SB203580-treated wt MEFs and p38α^-/- ^MEFs.

To validate our microarray analyses, we selected a few representative stress-regulated genes and tested their mRNA levels by RT-PCR. Notably, the tendency of regulation observed by RT-PCR confirmed the expression levels found in the microarrays. Thus, the TNFα cell signalling regulator A20 was only up-regulated by TNFα whereas the transcription factor c-Jun and the cell proliferation regulator Btg2 were mostly up-regulated by anisomycin. On the other hand, the pro-inflammatory gene Ptgs2/Cox2 was highly up-regulated by NaCl and to a lesser extent by anisomycin and TNFα. 

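On the arrays, the A20 gene Tnfaip3 had a log2 ratio of 5.34 ± 0.50 (SD, n = 2, adjusted p = 8.02e-10 from limma) with TNFα, against 1.05 ± 0.33 (adjusted p = 0.0098 from limma) with anisomycin and 1.02 ± 0.44 (adjusted p = 0.0129 from limma) with NaCl for 2 h, both under the 2.5-fold threshold. Jun had 6.03 ± 0.26 (SD, n = 2, adjusted p = 5.26e-12 from limma) with anisomycin and lower ratios with TNFα, 3.59 ± 0.21, and NaCl, 3.51 ± 0.47, a gap several times the spread between the arrays. Btg2, the mean of 3 probes, had 4.80 ± 0.64 (SD, n = 2, adjusted p = 4.58e-09 from limma) with anisomycin and 2.47 ± 1.25 (SD, n = 2, adjusted p = 1.91e-05 from limma) with TNFα, and -0.40 ± 0.01 with NaCl, where it was not different from the pool (adjusted p = 0.361 from limma). Its size with anisomycin depended on the probes and spots used. It was 28.0-fold here, 17.2-fold with the series matrix values and 39.9-fold with its brightest probe. With marked spots kept, a setting chosen after seeing the data, it was 15.1-fold.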

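Ptgs2 had a log2 ratio of 3.05 ± 1.08 (SD, n = 2, adjusted p = 4.56e-05 from limma) with NaCl for 2 h, with 3.81 on the first array and 2.28 on the second. With anisomycin it had 1.61 ± 1.00 (SD, n = 2, adjusted p = 0.00856 from limma), and with TNFα 1.13 ± 0.61, which was not different from the pool (adjusted p = 0.054 from limma). With normexp and loess the ratio with anisomycin was 1.08, under the 2.5-fold threshold.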

In all cases, the expression levels of the corresponding mRNAs were significantly reduced in both, SB203580 treated wild type MEFs and p38α^-/- ^knock out MEFs (Figure 4).

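The difference between stress alone and each arm was tested for the array values. The adjustment runs over all measured genes, although these genes were named by the paper. An adjusted p above the threshold therefore does not show that a gene was unchanged. For Btg2 with anisomycin, the log2 ratio was 2.26 ± 0.25 in p38α-/- MEFs and 1.55 ± 0.11 with SB203580, lower than in wild type MEFs by 2.54 (standard error 0.38, adjusted p = 0.00191 from limma) and 3.26 (standard error 0.38, adjusted p = 0.00124 from limma). After each arm's unstressed group was subtracted, the differences were 2.53 (adjusted p = 0.0282 from limma) and 3.12 (adjusted p = 0.00865 from limma). For Jun with anisomycin, the differences were 1.199 (standard error 0.31, adjusted p = 0.069 from limma) and 1.04 (standard error 0.31, adjusted p = 1 from limma). Jun was raised by SB203580 alone, at 1.84 ± 0.29 (SD, n = 2, adjusted p = 6.26e-05 from limma), and after its subtraction the difference was 2.88 (standard error 0.38, adjusted p = 0.00335 from limma). For Tnfaip3 with TNFα, the differences were 0.91 (standard error 0.34, adjusted p = 0.465 from limma) and 0.61 (standard error 0.34, adjusted p = 1 from limma), and for Ptgs2 with NaCl 0.34 (standard error 0.52, adjusted p = 0.853 from limma) and 0.85 (standard error 0.52, adjusted p = 1 from limma), none of them past the threshold. With the replicate number as a block and only wild type arrays in the fit, a model chosen after seeing the data, the adjusted p from limma with SB203580 was 0.015 for Btg2, 0.794 for Jun, 1 for Tnfaip3 and 0.827 for Ptgs2. Subtraction of the unstressed groups left Tnfaip3 at 1.098 and 0.96 (adjusted p = 0.242 and 0.276 from limma).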

**Figure 4:**
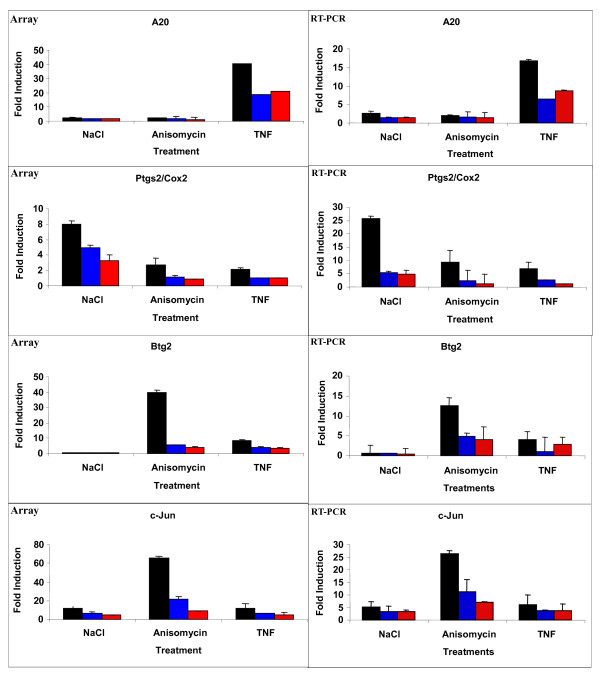
**Validation of the microarray data by RT-PCR**. The mRNA levels of 4 strongly up-regulated genes, A20, Ptgs2/Cox2, Btg2 and c-Jun, were determined by RT-PCR, corrected by the mRNA levels of GAPDH, quantified and plotted (right panels) alongside with the mRNA levels obtained from the microarrays (left panels). Black bars represent wt MEFs, blue bars p38α^-/- ^knock out MEFs and red bars wt MEFs pre-treated with SB203580. The average of two independent experiments is shown.

Activation of p38 SAPK by different stimuli also resulted in the down-regulation of some genes. Taking into account genes that were down-regulated at least 4 fold, the treatment with NaCl affected the expression of 22 genes, anisomycin 36 genes and TNFα 29 genes. 

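At a mean log2 ratio of 4-fold or more under the pool, 3 genes were down-regulated by NaCl for 2 h, 5 by anisomycin and 7 by TNFα. They were 2900017G11Rik, 4930467D21Rik and Foxe1 with NaCl, 2810011L19Rik, A930027G11Rik, Atoh7, Cutl2 and Foxe1 with anisomycin, and 4930467D21Rik, A930027G11Rik, Atoh7, Foxe1, Lars2, Matn1 and Nkx2-4 with TNFα, all named after their values were seen. Counting single probes and keeping spots marked as outliers, a setting chosen after seeing the data, moved the numbers most, to 21, 35 and 29 probes, of which 8, 16 and 12 had a spot marked as an outlier on an array. In Cy5, 15, 30 and 25 of these probes were well above background on both arrays. With normexp and loess, which adds an offset of 50 to every signal, the numbers of genes were 0, 0 and 2.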

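A down-regulated gene counted as p38 dependent when its log2 ratio in the other arm was at most 50% as far under the pool. From the ratios to the pool, 1 of 2 genes down-regulated by NaCl, 2 of 5 by anisomycin and 2 of 7 by TNFα were dependent in p38α-/- MEFs, and 0 of 1, 0 of 4 and 0 of 6 with SB203580. After subtraction of the unstressed arm, 0 of 1, 4 of 4 and 5 of 5 were dependent in p38α-/- MEFs, and 0 of 1, 4 of 4 and 4 of 4 with SB203580. As for up-regulated genes, the subtraction leaves the pool's deviation in the wild type values by which the genes were picked. Over single probes with marked spots kept, the subtraction gave 61.9% for NaCl and 100% for anisomycin and TNFα in both arms, while the ratios to the pool gave 23.8%, 25.7% and 37.9% in p38α-/- MEFs and 9.52%, 0% and 10.3% with SB203580.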

Interestingly, the p38α dependency of genes down-regulated by NaCl ranged between 72 and 68%, while the genes down-regulated with anisomycin or TNFα were completely dependent on p38 SAPK (additional file 4), suggesting that the stress response down-regulates several genes and this pathway is also important in the process.

### Analysis of the function of induced genes shows major stimulus-specific responses and a restricted common response to all treatments

To better understand the role of the genes induced in response to each stimulus, we have performed a gene set enrichment analysis based on the gene ontology (GO) categories corresponding to *cellular component*, *molecular function*, and *biological process *[16] as described in Methods. 

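With NaCl for 2 h, the genes named for proteins of the ribosome (Rpl and Rps) had a median log2 ratio of 0.48 over 72 measured genes, and 39 of them were higher than the pool by limma at an adjusted p under 0.05. A single one, Rpl39, was above 2.5-fold, and 11 were above 2-fold, the threshold of the paper's cellular component analysis, against 1 of 65 with TNFα and 0 of 65 with anisomycin. With the series matrix values, 4 of 85 were above 2-fold with NaCl. The median was 0.52 with normexp and loess and 0.36 with the series matrix values. After SB203580 and NaCl it was 0.51 over 80 genes, and in p38α-/- MEFs with NaCl 0.28 over 79 genes. Without stress it was 0.37 with SB203580 alone and 0.20 in untreated p38α-/- MEFs. With anisomycin and TNFα the medians in wild type MEFs were 0.02 and 0.23.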

The *cell component *enrichment revealed that NaCl up-regulated in a p38 SAPK dependent manner many genes encoding members of the ribonucleoprotein complex, including several proteins of the large and small ribosome subunit. In addition, NaCl and anisomycin but not TNFα up-regulated DNA associated proteins such us the histone variants H1fo, H1d, H1t, H1.2, H2a type f, novel H2b, H2A type 3, H3.f3a and H3.3b. On the other hand, TNFα induced genes encoding many plasma membrane proteins, including components of the major histocompatibility complex such us H2-OB, H2K1, H2Q1, H2Q10 and B2 m (Figure 5A and additional files 5 and 6).

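Of 8 histone genes found for the variants named, Hist1h1c (H1.2) was above 2.5-fold with anisomycin, at 1.98 ± 0.05 (SD, n = 2, adjusted p = 0.000331 from limma), and H3f3b, at 1.23 ± 0.30 (SD, n = 2, adjusted p = 0.000999 from limma), was higher than the pool at under 2.5-fold and above 2-fold, the threshold of the paper's cellular component analysis. After 2 h of NaCl, H1foo, at 1.61 ± 0.31 (SD, n = 2, adjusted p = 0.000626 from limma), and Hist1h1t, at 1.72 ± 0.45 (SD, n = 2, adjusted p = 0.000847 from limma), were above the threshold, both with probes saturated in Cy3, so that the ratios are upper limits, and with the series matrix values they were above 2-fold and under 2.5-fold. H1f0 fell by 0.86 with NaCl (adjusted p = 0.0172 from limma). With TNFα none of the 6 measured on both arrays was above 2.5-fold, and H1foo and Hist1h1t were the 2 with an adjusted p under 0.05, at 0.93 and 0.97. The mean of 3 probes for Hist1h1d was 0.66 ± 0.12 with anisomycin, but its brightest probe alone gave -0.64. Over all measured histone genes the median was 0.35 with anisomycin (31 genes), -0.22 with TNFα (37 genes) and -0.14 with NaCl (44 genes), with the same signs under normexp and loess and in the series matrix.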

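Of these 5 genes, H2-K1 was above 2.5-fold with TNFα, at 1.75 ± 0.48 (SD, n = 2, adjusted p = 5.69e-05 from limma). B2m rose to 1.09 ± 0.01 (SD, n = 2, adjusted p = 0.000669 from limma) and H2-Q1 to 0.33 ± 0.01 (SD, n = 2, adjusted p = 0.0317 from limma), both under 2.5-fold, with B2m above the 2-fold of the paper's cellular component analysis, whereas H2-Ob, at 0.10 ± 0.01, and H2-Q10, at -0.08 ± 0.23, did not differ from the pool (adjusted p = 0.755 and 0.9 from limma). B2m was not lower with NaCl for 2 h, at 1.22 ± 0.0048 (SD, n = 2, adjusted p = 0.000201 from limma).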

**Figure 5:**
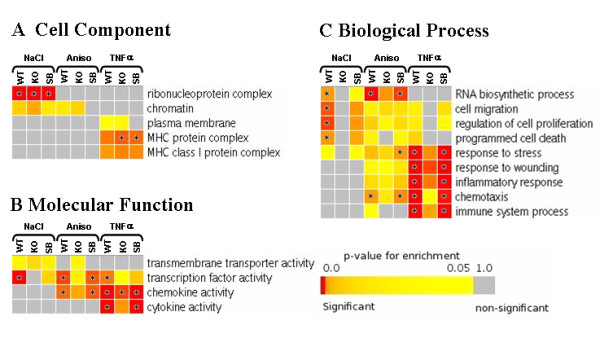
**GO analysis of the microarray data**. A. Heatmap statistics showing significantly (p-value ≤ 0.05) enriched GO cell component categories among the gene expression changes induced by NaCl, anisomycin and TNFα. The p38 SAPK involvement in the category is assessed by comparison with the affected genes found in p38α^-/- ^knock out MEFs and SB203580-treated wild type MEFs. Colours toward red indicate high statistic significance, yellow indicates low statistic significance, and gray indicates no statistic significance. Star marks the tests that are significant after false discovery rate correction (FDR q value ≤ 0.05). Full statistics are shown in the supplementary additional file 5. B. Molecular function GO analysis among the three treatments, as in A. C. Biological process GO analysis among the three treatments, as in A.

Furthermore the analysis for enrichment of the *molecular function *showed that NaCl specifically up-regulated genes encoding for trans-membrane transporters belonging to the solute carrier family of transporters like Slc15a1, Slc35f1, Slc6a1, Slc5a1, Slc22a3, Slc20a1 and Slc38a2. 

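Among the transporters, Slc15a1 was above 2.5-fold with NaCl for 2 h, with log2 ratios of 3.16 and 0.17 on the 2 arrays and no difference from the pool by limma (adjusted p = 0.364). The first array gave 3.23 with anisomycin and 2.71 with TNFα, where the pool's signal was not well above background, so that the rises are only known to be at least 1.16-fold and at least 1.18-fold and were not compared with that of NaCl. Slc38a2 rose to 0.62 ± 0.64 (SD, n = 2, adjusted p = 0.0231 from limma), under the threshold. Slc20a1, at 1.08 ± 1.18, Slc5a1, at 0.86 ± 1.22, Slc22a3, at 0.81 ± 0.69, and Slc35f1, at 0.46 ± 0.63, were positive with a spread between arrays of about the same size. The brightest probe of Slc35f1 gave -0.35. Slc22a3 was higher with anisomycin, at 1.79 ± 1.98, from 3.20 and 0.39 on the 2 arrays. Of 239 measured solute carrier genes, 1 was above 2.5-fold with NaCl, and 2 of 212 with anisomycin and 2 of 204 with TNFα. With normexp and loess or the series matrix values none that was measured on both arrays was in any of the 3 lists.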

Interestingly among this group of genes we also found several ion trans-membrane transporters like Accn2, Trpm3 and Kcnv2. 

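Of the ion transporters, Accn2 and Trpm3 were under 2.5-fold with NaCl for 2 h. Accn2 was higher than the pool, at 0.66 ± 0.29 (SD, n = 2, adjusted p = 0.00897 from limma), although its brightest probe gave -0.02. Trpm3, at 0.49 ± 0.51, did not differ from the pool (adjusted p = 0.477 from limma). Kcnv2 was not well above background in either channel on every array, so no ratio is given for it.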

Notably the main enriched *molecular function *induced by the three treatments was the up-regulation of a set of genes belonging to the transcription factor activity GO term. NaCl up-regulated 24 transcription factors while anisomycin and TNFα up-regulated 17 and 19 transcription factors respectively. Each treatment specifically up-regulated an specific set of transcription factors. For instance, NaCl induced the expression of Mafk, n-Myc, Foxg1, Foxc1, Hoxc12 and Runx2, whereas anisomycin induced the transcription factors Fosb, Sox2, Smad7, Ddit3, Klf11 and Egr2. On the other hand TNFα induced Nfatc1, Pax1, Lhx5, Gsc, Nkx2-9, Fosl1 and Irf1. Thus, the differential regulation of transcription factors seems to be a key process to build up the appropriate gene response for cell adaptation to a particular stress. It is worth noting that, in contrast to NaCl and TNFα, anisomycin also induced a set of genes belonging to the Id family of transcription repressors, such as Id1, Id2 and Id4. In addition, TNFα and anisomycin also enhanced genes belonging to the GO term *chemokine activity*. 

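Among the factors named for NaCl, Nmyc1 (n-Myc) had a log2 ratio of 1.81 ± 0.20 (SD, n = 2, adjusted p = 1.08e-07 from limma) after 2 h, Mafk 1.53 ± 0.39 (SD, n = 2, adjusted p = 0.000159 from limma) and Hoxc12 1.94 ± 2.24 (SD, n = 2, adjusted p = 0.00862 from limma), the last from 3.52 and 0.36 on the 2 arrays. Foxc1, at 1.32 ± 0.51, was just above 2.5-fold, and Runx2, at 1.08 ± 0.65, was under it. Mafk was also higher than the pool with anisomycin, at 1.26, and with TNFα, at 0.80. Of the 6 factors named for anisomycin, Smad7 had 1.41 ± 0.22 (SD, n = 2, adjusted p = 1.21e-05 from limma) with anisomycin and a higher value with NaCl, 2.37 ± 0.07 (SD, n = 2, adjusted p = 3.59e-08 from limma). Sox2 had 1.95 ± 2.22, from 3.52 and 0.38 on the 2 arrays, and did not differ from the pool (adjusted p = 0.188 from limma). Ddit3 had 2.27 and Fosb 0.72 on the 1 array that measured each. Tieg3 (Klf11) had 0.81 ± 0.01 (adjusted p = 0.069 from limma). Egr2 was marked as an outlier on both anisomycin arrays, and with such spots kept, a setting chosen after seeing the data, its ratio was 1.43.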

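Of these 7 genes, Fosl1 had a log2 ratio of 1.45 ± 0.58 (SD, n = 2, adjusted p = 0.0054 from limma) with TNFα, and Nfatc1 0.85 ± 0.35 (SD, n = 2, adjusted p = 0.0189 from limma), under 2.5-fold. Irf1 had 4.50 on the 1 array that measured it. For Gsc the pool's signal was not well above background, and its rise was at least 1.06-fold. Pax1, at -0.10 ± 0.05, did not differ from the pool, and Lhx5 and Nkx2-9 were not well above background in either channel.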

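With anisomycin, Id1 had a log2 ratio of 1.54 ± 0.16 (SD, n = 2, adjusted p = 1.52e-05 from limma), Id2 1.59 ± 0.29 (SD, n = 2, adjusted p = 4.07e-05 from limma) and Id4 1.43 ± 0.51 (SD, n = 2, adjusted p = 0.000309 from limma), all above 2.5-fold, although Id4 was at 1.03 with normexp and loess. After 2 h of NaCl, Id2 was higher than with anisomycin, at 2.41 ± 0.19 (SD, n = 2, adjusted p = 1.82e-07 from limma), Id4 was at 0.71 ± 0.36 (SD, n = 2, adjusted p = 0.0342 from limma), and Id1 was at -0.34 ± 0.02. With TNFα, Id2, at 0.62, and Id4, at 0.45, were under 2.5-fold, and Id1 had -0.35 on the 1 array that measured it.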

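By gene name, 4 of 25 measured chemokine genes were above 2.5-fold with TNFα, namely Ccl20, Cxcl10, Cxcl2 and Cxcl5, and 4 of 26 with anisomycin, namely Ccl20, Ccl22, Ccl4 and Cxcl10, of which Cxcl5 with TNFα and Ccl22 with anisomycin had a pool signal not well above background and are not known to pass the threshold. The scaling changed both numbers: normexp and loess gave 2 with TNFα and 0 with anisomycin, and the series matrix values gave 7 of 30 with TNFα and 2 of 30 with anisomycin. Among the 27 measured with NaCl for 2 h, Cxcl10 was the single one above the threshold.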

As expected, these genes were also induced in cells treated with the pro-inflammatory TNFα cytokine but the overall response was less prominent in anisomycin-treated cells. For instance anisomycin up-regulated the chemokines CCL4/20/22 and Cxcl10 whereas TNFα also induced the chemokines CCL2/7, CXCL1/2/3/5/9, and the cytokines Csf1, Spp1, Tslp and GDF10. 

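With anisomycin, Cxcl10 had a log2 ratio of 2.25 ± 0.65 (SD, n = 2, adjusted p = 0.00157 from limma) and Ccl20 1.53 ± 0.33 (SD, n = 2, adjusted p = 0.0162 from limma). Ccl4 had 1.53 ± 1.41 (SD, n = 2, adjusted p = 0.00953 from limma), from 2.53 and 0.54 on the 2 arrays, and Ccl22, whose pool signal was not well above background, rose at least 1.21-fold. With TNFα, Csf1 had 3.02 ± 0.49 (SD, n = 2, adjusted p = 0.000288 from limma), Gm1960 (Cxcl3) 1.67 ± 0.54 (SD, n = 2, adjusted p = 0.00538 from limma), Cxcl2 1.55 ± 0.85 (SD, n = 2, adjusted p = 0.00028 from limma), Spp1 1.45 ± 0.03 (SD, n = 2, adjusted p = 0.0185 from limma) and Tslp 1.45 ± 0.30 (SD, n = 2, adjusted p = 8.41e-06 from limma). For Cxcl5, whose pool signal was not well above background, the rise with TNFα was at least 2.36-fold. Ccl2 had 4.29 and Ccl7 4.10 on the 1 array that measured each, and Cxcl1 was marked as an outlier on both arrays, with 2.86 when such spots were kept, a setting chosen after seeing the data. Cxcl9 and Gdf10 were not well above background in either channel with TNFα. Of the 15 genes, 8 were above 2.5-fold among the 12 measured on both arrays with TNFα. With anisomycin 4 were among the 13 measured, and Cxcl5 and Ccl22 were counted by their mean ratios. Normexp and loess gave 5 with TNFα and 0 with anisomycin, and the series matrix values gave 11 and 2.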

Taken together, our data indicate that anisomycin partially elicits a TNFα mediated response (Figure 5B and additional files 5 and 6).

Finally, we analysed for the *biological process *GO term and found that NaCl and anisomycin strongly up-regulated genes involved in the RNA biosynthesis process. Moreover, the three stimuli were able to induce the processes of cell migration, cell proliferation, programmed cell death and, as expected, response to stress. However the response to stress induced by NaCl was milder after 2 h of stress compared to that elicited by anisomycin or TNFα, which up-regulated a large set of genes. Moreover, TNFα clearly promoted the up-regulation of genes implicated in the responses to wounding and inflammation as well as in the immune response and chemotaxis. Anisomycin also up-regulated genes related to these biological processes, although to a lesser extent than TNFα, indicating that this compound somehow partially mimics TNFα action (Figure 5C and additional files 5 and 6). A full list of the genes found in each category is presented in the supplementary web file (additional file 6)

As previously reported activation of the p38 pathway promotes its down-regulation through the expression of Dual Specificity Phosphatase (DUSP) genes [17]. Although the induction of this particular biological process was not found to be statistically enriched among the three treatments, this is due that different stimuli induced different sets of DUSP genes. Thus, TNFα induced DUSP1, DUSP8 and DUSP16, anisomycin induced DUSP1, DUSP8, DUSP10 and DUSP16, whereas NaCl induced DUSP1, DUSP4 and DUSP10. Therefore, p38 SAPK activation contributed to different extend to DUSP gene up-regulation. 

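With anisomycin, Dusp8 had a log2 ratio of 2.31 ± 0.24 (SD, n = 2, adjusted p = 1.93e-06 from limma), Dusp16 1.55 ± 0.36 (SD, n = 2, adjusted p = 0.0183 from limma) and Dusp10 1.31 ± 0.52 (SD, n = 2, adjusted p = 0.00422 from limma), of which Dusp10 was at 2.47-fold. Dusp1 had 4.66 on the 1 array that measured it. With TNFα, Dusp8 had 1.65 ± 0.36 (SD, n = 2, adjusted p = 6.2e-05 from limma), Dusp1 had 1.39 on 1 array, and Dusp16, at 0.80 ± 0.06, did not differ from the pool (adjusted p = 0.21 from limma). After 2 h of NaCl, Dusp1, at 3.42 ± 0.11 (SD, n = 2, adjusted p = 6.87e-08 from limma), Dusp10, at 1.87 ± 0.77 (SD, n = 2, adjusted p = 0.00021 from limma), and Dusp4, at 1.62 ± 0.26 (SD, n = 2, adjusted p = 0.00013 from limma), were above 2.5-fold. Dusp10 was at 1.26 with normexp and loess, under the threshold.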

The up-regulation of these phosphatases might differentially contribute to the kinetics of the stress response mediated by a particular stimulus.

To further mine the microarray data, we performed an Ingenuity Pathway Analysis (IPA; http://www.ingenuity.com) that allows us to infer the most relevant gene networks controlled by p38 SAPK signalling. According to the *molecular functions *and *biological processes *mentioned above, the most relevant gene network induced by TNFα was related to the immune response and immunological disease functions (additional file 7). Instead, the anisomycin gene network was related to the regulation of cell development and gene expression. 

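Among the transcription factors of the anisomycin list, Maff had a log2 ratio of 2.12 ± 0.20 (SD, n = 2, adjusted p = 3.54e-05 from limma), and Fos 4.41 on the 1 array that measured it. Nfatc2, the mean of 3 probes, was at 0.11 ± 0.05 and did not differ from the pool (adjusted p = 0.677 from limma). Of Fos, Jun, Nfatc2, Ddit3, Sox2, Maff and Id2, 5 were measured on both arrays, of which 4 were above 2.5-fold.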

The main transcription factors induced were c-Fos, Jun, Nfatc2, Ddit3, Sox2, Maff and Id2 (additional file 8). 

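With NaCl for 2 h, Fos had a log2 ratio of 3.96 ± 0.13 (SD, n = 2, adjusted p = 1.24e-06 from limma) and Egr1 2.19 ± 0.18 (SD, n = 2, adjusted p = 5.53e-05 from limma). Prrx1, the mean of 6 probes, was at 0.18 ± 0.50, with -0.17 on the first array and 0.53 on the second, and did not differ from the pool (adjusted p = 0.508 from limma).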

Osmostress induced a gene network that is related to the control of cell cycle and posttranslational modification with the c-Fos, Egr1, FoxG and PRRX1 as the main transcription regulators (additional file 9).

As mentioned above, all three treatments strongly induced a core of 30 common genes which expression showed a high dependency on p38 SAPK activity (Figure 6 and additional file 4). Overall, the p38 SAPK dependency ranged from 63% in p38α^-/- ^cells to 83% in SB203580 treated wild type MEFS. 

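Among the 13 common genes, 7 (53.8%) were p38 dependent in p38α-/- MEFs in at least 2 of the 3 treatments and 3 (23.1%) with SB203580, from the ratios to the pool. After subtraction of the unstressed arm the number was 10 (76.9%) in each arm. The share in p38α-/- MEFs from the ratios to the pool was 0% of the 5 common genes with normexp and loess and 6.67% of the 15 with the series matrix values, and with SB203580 40% and 20%. By treatment, 7 genes were dependent in p38α-/- MEFs in each of the 3, and with SB203580 38.5% with anisomycin, 8.33% with TNFα and 15.4% with NaCl, against 84.6%, 58.3% and 69.2% after the subtraction. With so few genes the exact 95% interval of 7 of 13 runs from 25.1% to 80.8%.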

Interestingly, 5 out of these 30 genes are common transcription factors, namely c-Fos, N-myc, Jun, Egr1 and Maff (figure 6C), which represents a significant enrichment for this functional category. 

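Jun and Egr1 were above 2.5-fold in all 3 treatments, Egr1 with 4.71 ± 0.33 (SD, n = 2, adjusted p = 1.46e-08 from limma) for anisomycin and 2.89 ± 0.15 (SD, n = 2, adjusted p = 4.18e-06 from limma) for TNFα. Fos was above it on both TNFα arrays, at 3.23 ± 0.27 (SD, n = 2, adjusted p = 1.39e-05 from limma), and on both NaCl arrays, and was measured on 1 array with anisomycin. Maff was at 1.98 ± 0.52 (SD, n = 2, adjusted p = 4.17e-05 from limma) with NaCl and had 2.22 on the 1 TNFα array that measured it. Nmyc1 (N-myc) was at 0.0031 ± 0.05 with TNFα and had 0.23 on the 1 anisomycin array that measured it. Myc, which Figure 6C and Additional file 3 list in this place, was above 2.5-fold in all 3, at 1.73 ± 1.38 (SD, n = 2, adjusted p = 0.043 from limma), 2.19 ± 1.60 (SD, n = 2, adjusted p = 0.0137 from limma) and 1.97 ± 0.33 (SD, n = 2, adjusted p = 0.0259 from limma), though the brightest of its 3 probes gave -0.17 with NaCl.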

Due to the relative small number of common genes, we could not identify any trend on p38 SAPK independent genes. For those p38-dependent genes, the IPA software allowed us to uncover the most relevant common gene networks which are those mainly involved in the control of gene expression, cell cycle and cell fate (additional file 10).

**Figure 6:**
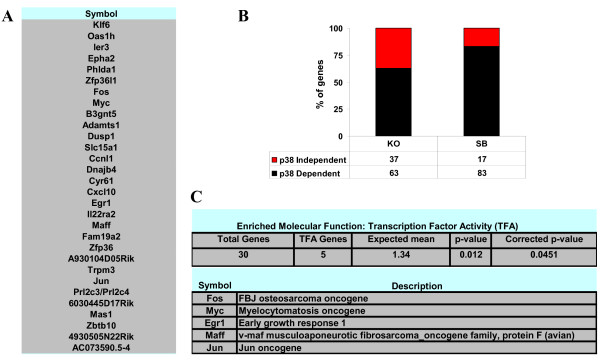
**Identification of a common gene response induced by the 3 treatments**. A. The 30 common genes up-regulated more than 2.5 fold by NaCl, anisomycin and TNFα is shown. B. Histogram showing the percentage of p38 SAPK dependent (black bars) and independent (red bars) genes. We have considered a gene is p38 SAPK dependent when its expression is reduced at least by 50% in two independent treatments. C, Binomial statistics showing that transcription factor activity is the most significant GO molecular function enriched among the 30 common genes. The five common up-regulated transcription factors are shown.

### Kinetic analysis of p38 SAPK-mediated gene expression in response to osmostress

Little is known on the kinetics of gene expression in response to p38 SAPK activation. To shed some light on how this pathway regulates gene transcription in a time dependent manner, MEFs cells were subjected to osmostress (100 mM NaCl) in the absence or the presence of the SAPK inhibitor SB203580. Cells were collected at 45 minutes, 2 h and 8 h upon osmostress and RNAs were subjected to microarray analysis as before. 

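The time course used 2 wild type arrays for each of 3 times of NaCl and 2 for each time with SB203580, all against the same pool of untreated wild type cultures, with 1 culture per array. The 2 h arrays are those of the comparison between treatments, so the results of both are not independent. The ratios, the averaging over probes and the model were the same. Of the genes, 16378 were measured on both arrays after 8 h, fewest at 45 min, where the second array had the largest share of spots marked as outliers. Arrays of SB203580 alone were made once, without NaCl, and serve every time point, so a change of unstressed cells over 8 h is not covered. No untreated control was hybridised at each time, and the pool stands for time 0.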

As described above, the average of two independent hybridizations was taken and the probe-Ids were converted to unique ensemble gene-Ids. Genes up-regulated at least 2.5-fold were selected for functional analyses.

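After 45 min of NaCl 66 genes were above 2.5-fold over the pool, and after 8 h 193 genes, against those given for 2 h in the comparison of treatments. By limma, at an adjusted p under 0.05, 23 and 183 of these remained, and on both arrays 10 and 125 were above the threshold. Unchanged cultures simulated against the pool gave a mean of 35.1 and 36.8 genes. At 45 min the count was 5 with normexp and loess and 18 with the series matrix values, and the first array alone gave 315 genes. After 8 h, normexp and loess gave 121 genes and the second array alone 322. With the replicate number as a block the limma count at 45 min was 46. Among the largest log2 ratios of genes above 2.5-fold on both arrays were those of Fos at 45 min, 3.11 ± 0.41 (SD, n = 2, adjusted p = 7.14e-05 from limma), Jun, 2.68 ± 0.48, and Edn1, 2.00 ± 0.23 (SD, n = 2, adjusted p = 0.00158 from limma), and after 8 h F2rl1, 3.41 ± 0.16 (SD, n = 2, adjusted p = 1.02e-07 from limma), and 5430417L22Rik, 3.31 ± 0.17 (SD, n = 2, adjusted p = 2.36e-07 from limma), with Cxcl5 and Spp1 above both. For 1500002I01Rik and 4932412D23Rik, among the first 5 at 45 min, the pool's signal was not well above background, and the rises were at least 1.28-fold and 1.3-fold.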

As shown in figure 7A, a total of 114, 178 and 321 genes were up-regulated 2.5-fold upon osmostress at 45 minutes, 2 h and 8 h, respectively. A full list of up-regulated genes is provided as supplementary material in an Excel spreadsheet (additional file 3). The overlapping among different time-points was restricted to a subset of genes, being most of them specifically up-regulated in a time dependent manner. It is worth noting that the p38 SAPK dependency for the osmostress-responsive genes decreased over time. Thus, 90% of the genes up-regulated by NaCl at 45 minutes were affected by SB203580, whereas this percentage dropped to 74% at 2 h and 62% at 8 h after salt addition (Figure 7B). Therefore, the role of p38 SAPK in the regulation of gene expression appears to be critical for the early response to stress, whereas other signaling pathways also become important at later stages of the adaptation process.

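The lists for 45 min and 2 h shared 22 genes, those for 2 h and 8 h 28, and those for 45 min and 8 h 8, with 5 genes in all 3. In simulations of unchanged cultures against the shared pool, the pairs had 15.1, 15.8 and 15.6 genes in common on average and at most 26, 25 and 27, and all 3 lists had 9.66 on average and at most 18. The overlap of 2 h and 8 h was above every draw, and the others were not. Since the simulated overlaps may be too high, the others are not shown to come from the pool. With a single unchanged culture as the simulated control, the mean overlaps of the pairs were 37.8, 38.9 and 38.5 genes, above the counts of the arrays. With normexp and loess the pairs shared 5, 12 and 1 genes.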

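By the same rule as for the treatments, 24 of 66 genes at 45 min were p38 dependent with SB203580 (36.4%, exact 95% interval 24.9% to 49.1%), against 19 of 107 at 2 h and 39 of 180 at 8 h (21.7%, 15.9% to 28.4%). After the ratio of SB203580 alone was subtracted, the shares were 87.9% at 45 min, 61.8% at 2 h and 61.3% at 8 h. Of the values that Additional file 3 lists for SB203580, 52.9% of 102 genes at 45 min and 83.3% of 300 genes at 8 h equalled the arrays after this subtraction, within 0.02, and 0% and 1.00% without it. At 45 min the share was 12.1% without the second and 80.3% without the first array of SB203580 and NaCl, and 62.7% without the first and 76.2% without the second array of NaCl alone. By limma's test of the difference, 0 of 66 genes at 45 min and 10 of 180 at 8 h were lower with SB203580 at an adjusted p under 0.05, and 7 and 66 at an unadjusted p under 0.05. With the replicate number as a block in limma and only wild type arrays in the fit, a model chosen after seeing the data, 0 genes at 45 min, 2 at 2 h and 16 at 8 h were lower at an adjusted p under 0.05, and 17, 30 and 82 at an unadjusted p under 0.05.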

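When genes without dependency were simulated and picked by their value with NaCl alone, 15.3% of them counted as dependent at 45 min and 5.72% at 8 h. From the ratios to the pool, the interval of the share at 45 min overlaps those at 2 h and at 8 h. After SB203580 alone was subtracted, the interval at 45 min, 77.5% to 94.6%, lay above those at 2 h, 51.6% to 71.2%, and at 8 h, 53.4% to 68.9%. The gap depended on the array of SB203580 alone: with the first subtracted the shares were 87.9%, 65.7% and 73.6% at 45 min, 2 h and 8 h, and with the second 50.0%, 49.0% and 36.2%. At 8 h the share from the ratios to the pool lay between 21.5% and 37.6% when 1 array was left out, the higher value without the first array of NaCl alone. From a share of affected genes that falls from 45 min to 8 h (Figure 7B), the paper proposes that p38 SAPK is critical early in the response to stress and that other pathways gain weight at later stages.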

**Figure 7:**
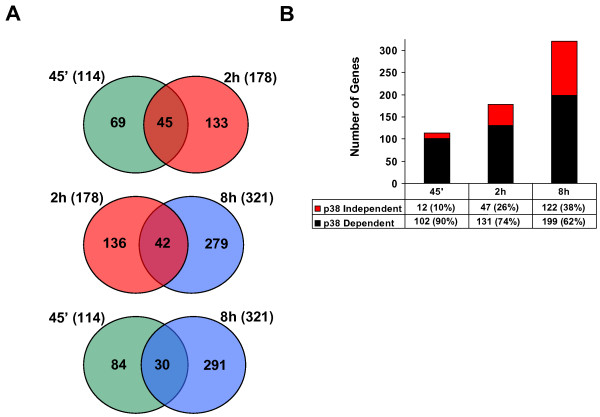
**Genes up-regulated at different times upon NaCl treatment and their dependency on p38 SAPK**. A. Venn diagrams show the total numbers of genes up-regulated more than 2.5 fold at 45 minutes, 2 h and 8 h upon NaCl treatment and the overlapping between two given times. B. The histograms show the p38 SAPK dependency of the genes up-regulated more than 2.5 fold for the indicated times. The histogram represents the total p38 SAPK dependent (black) and independent (red) gene numbers. The percentage of p38 SAPK dependent (black) and independent (red) genes are shown.

A major *molecular function *controlled by stress is the up-regulation of genes encoding for transcription factors. Thus, we assessed the number of transcription factors that were specifically up-regulated by NaCl in a time dependent manner and found that they increased over time. Osmostress induced 14, 31 and 37 transcription factors at 45 minutes, 2 h and 8 h, respectively (Figure 8A). The overlapping among the three time points of the study was restricted to a subset of transcription factors. Thus, 7 transcription factors were up-regulated at 45 minutes of NaCl treatment, and 25 transcription factors were up-regulated at 2 h and 8 h, respectively. We also detected 4 transcription factors that were induced at 45 minutes and 8 h, but not at 2 h. Although a cyclic expression pattern cannot be ruled out, a most plausible explanation would be that the probe hybridization failed at the middle time-point and that those transcription factors were in fact up-regulated very early and remained high till later times. Interestingly, all the transcription factors up-regulated at 45 minutes upon osmostress were dependent on p38 SAPK activation. However, the p38 SAPK dependency decreased to 65% and 46% at 2 h and 8 h, respectively, after NaCl addition (Figure 8B). These data suggest that the primary wave of up-regulated transcription factors plays a key role on cell adaptation to osmostress and it is mainly driven by the activation of the p38 SAPK. In addition, other osmostress-activated signalling pathways are activated at later times to contribute to stress adaptation. A comprehensive list of the up-regulated transcription factors and its p38 SAPK dependency is shown in Figure 8C.

**Figure 8:**
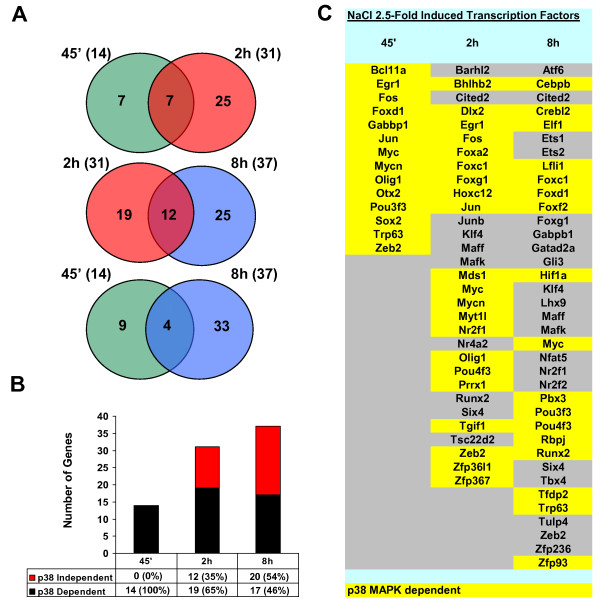
**Transcription factors up-regulated at different times upon NaCl treatment and their dependency on p38 SAPK**. A. Venn diagrams show the total numbers of transcription factors up-regulated more than 2.5 fold at 45 minutes, 2 h and 8 h upon NaCl treatment and the overlapping between two given times. B. The histogram represents the total numbers of p38 SAPK dependent (black) and independent (red) transcription factors for the indicated times. The percentages of p38 SAPK dependent (black) and independent (red) transcription factors are shown. C. A full list of 30 transcription factors up-regulated more than 2.5 fold by NaCl at the indicated times, and their p38 SAPK dependency, as determined by SB203580 treatment of wt MEFs.

We validated our microarray analyses monitoring selected osmostress regulated genes by RT-PCR. The transcription factors n-Myc and c-Fos, the dual specifity phosphatase DUSP4 and the mRNA binding protein TPP were all highly up-regulated between 45 minutes and 2 h after osmostress and their mRNA levels dropped at the 8 h time point with the exception of DUSP4 which levels remained constant between 2 h and 8 h after NaCl addition. On the other hand, the aldo-keto reductase Akr1b3 (AR) and the heat shock protein Hspa4l genes were up-regulated later and their mRNA levels increased after 8 h of osmostress. In addition, the mRNA level of all these genes was clearly reduced in the presence of the inhibitor SB203580 confirming that their expression was dependent to some extent on the p38 signalling pathway (Figure 9).

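On the arrays, Nmyc1 (n-Myc) had a log2 ratio of 0.90 ± 0.16 (SD, n = 2, adjusted p = 0.000477 from limma) at 45 min, a maximum at 2 h, and 0.53 ± 0.01 (SD, n = 2, adjusted p = 0.00518 from limma) at 8 h. Fos did not differ from the pool at 8 h, at 0.11 ± 1.09 (adjusted p = 0.869 from limma). Zfp36 (TPP) had 1.40 ± 0.02 (SD, n = 2, adjusted p = 0.000361 from limma) at 45 min, 2.16 ± 0.35 (SD, n = 2, adjusted p = 2.03e-06 from limma) at 2 h and -0.34 ± 0.39 at 8 h. Dusp4 was at 0.56 ± 0.29 (adjusted p = 0.105 from limma) at 45 min, under 2.5-fold, and its values at 2 h and at 8 h, 1.39 ± 0.30 (SD, n = 2, adjusted p = 0.000148 from limma), differed by less than the spread between arrays.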

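Hspa4l had a log2 ratio of 2.12 ± 0.38 (SD, n = 2, adjusted p = 8.27e-09 from limma) at 8 h, against 0.19 ± 0.03 at 2 h and 0.26 on the 1 array that measured it at 45 min. Akr1b3, the mean of 3 probes, was at 0.80 ± 2.12 at 8 h, from 2.30 and -0.70, and did not differ from the pool (adjusted p = 0.259 from limma). Some of its probes were outliers on 1 array, so different probes made up the mean of each array. With those spots kept, a setting chosen after seeing the data, the ratio was 2.58, and with the series matrix values 2.59.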

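With SB203580 the log2 ratios at 2 h were 0.96 ± 0.03 for Nmyc1, 3.39 ± 0.41 for Fos, 0.90 ± 0.03 for Dusp4 and 0.88 ± 0.23 for Zfp36. The differences from NaCl alone were 0.85 (standard error 0.18, adjusted p = 0.411 from limma) for Nmyc1, 0.57 (standard error 0.46, adjusted p = 1 from limma) for Fos, 0.72 (standard error 0.31, adjusted p = 1 from limma) for Dusp4 and 1.28 (standard error 0.26, adjusted p = 0.411 from limma) for Zfp36, all positive and none past the threshold. The adjustment runs over all measured genes, although these genes were named by the paper, so it does not show them to be unchanged. For Nmyc1 and Zfp36 the difference was several times its standard error. Fos was raised by SB203580 alone, at 2.32 ± 0.11 (SD, n = 2, adjusted p = 0.000231 from limma), and after this was subtracted its difference was 2.89 (standard error 0.57, adjusted p = 0.021 from limma), and that of Zfp36 1.62 (standard error 0.32, adjusted p = 0.0217 from limma). At 8 h the difference was 1.46 (standard error 0.31, adjusted p = 0.0606 from limma) for Dusp4 and 0.61 (standard error 0.67, adjusted p = 1 from limma) for Akr1b3, whose ratio with SB203580 was 0.19 ± 1.43. With the replicate number as a block and only wild type arrays in the fit, a model chosen after seeing the data, Dusp4 (adjusted p = 0.0132 from limma) and Nmyc1 (a difference of 0.76, adjusted p = 0.0444 from limma, against 0.114 without the block) passed the threshold at 8 h, Fos, Zfp36 and Akr1b3 did not, and with the block over all arrays Dusp4 did and Nmyc1 did not. At 2 h, in the wild type arrays, none of the 4 genes did, with adjusted p = 0.18 for Nmyc1, 0.98 for Fos, 0.72 for Dusp4 and 0.324 for Zfp36 from limma. Hspa4l had 2.11 with SB203580 at 8 h on the 1 array that measured it.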

**Figure 9:**
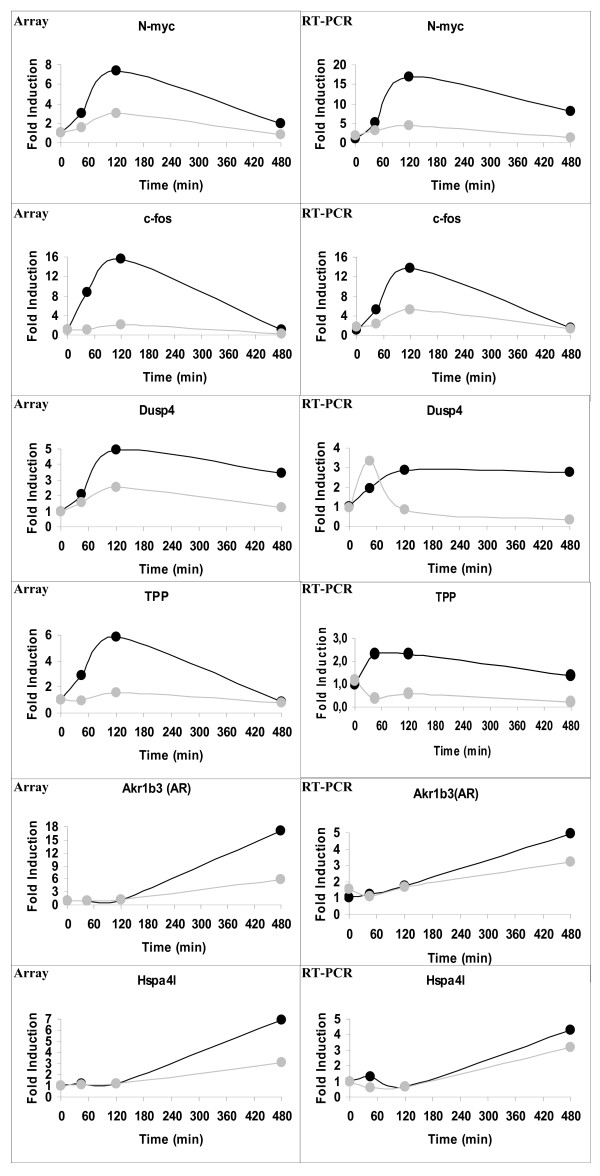
**Validation of the NaCl time-course by RT-PCR**. The mRNA levels of 6 strongly up-regulated genes, N-myc, c-fos, Dusp4, Tpp Akr1b3 (AR) and Hspa4l, were determined by RT-PCR and corrected by the mRNA levels of GAPDH, quantified and plotted (right panels) alongside with the mRNA levels obtained from the microarrays (left panels). Black circles indicate wt MEFs and grey circles wt MEFs pre-treated with SB203580. The average of two independent experiments is shown.

### Gene Ontology analysis of p38 SAPK-mediated gene expression in response to osmostress

To gain additional insights into the function of osmostress induced genes in addition to the transcription factors, we performed a comparative GO gene enrichment analysis as described above at 45 minutes, 2 h and 8 h upon osmostress. We focussed the analysis in the most relevant gene categories up-regulated upon osmostress and we took into account the p38 SAPK dependent genes. The GO term *cell component *showed that most of the genes induced by p38 SAPK at 45 minutes encode for proteins that function at the plasma membrane. However, after 2 h of osmostress many up-regulated genes encode proteins that function in the ribonucleoprotein complex or are located in the cell nucleus and the chromatin. These two *cell locations *were also enriched 8 h after salt addition. At 8 h, we also found enrichment in some other sub-nuclear locations, namely the nucleolus and the nuclear pore complex (Figure 10A and additional files 5 and 6).

**Figure 10:**
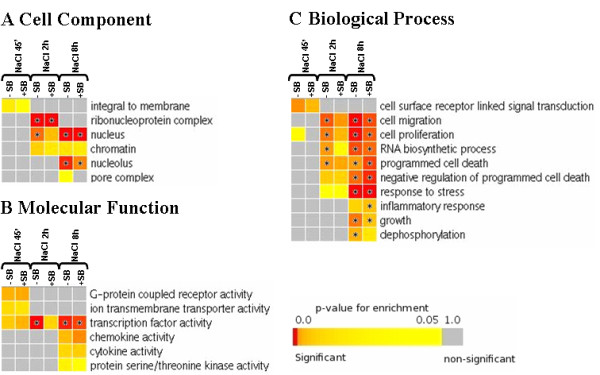
**GO analysis of the NaCl time course**. A. Heatmap showing significantly (p-value ≤ 0.05) enriched GO cell component categories after NaCl addition at the indicated times. The p38 SAPK involvement in the category is assessed by comparison with the affected genes found in SB203580 treated wt MEFs. Colours toward red indicate high statistic significance, yellow indicates low statistic significance, and gray indicates no statistic significance. Star marks the tests that are significant after false discovery rate correction (FDR q value ≤ 0.05). Full statistics are shown in the supplementary additional file 5. B. Molecular function GO analysis among the three times of study, as in A. C. Biological process GO analysis among the three times of study, as in A.

The main p38 SAPK dependent *molecular function *elicited by osmostress at 45 minutes is related to G-protein-coupled receptor activity and ion trans-membrane transporters. As described above, the *transcription factor activity *GO term was considerably enriched at 45 minutes and increased progressively over time after NaCl addition. On the other hand, at later times p38 induced chemokine and cytokine activities as well as protein serine/threonine kinase activity (Figure 10B and additional files 5 and 6). Importantly, long exposure to osmostres also up-regulated several serine/threonine kinases (Stk4, Plk2, Cdc2l5, PKCα or Sgk1) some transmembrane protein tyrosine kinase receptors (Epha2, EGFr or VEGFr), Src-like tyrosine kinases (Lyn) and dual specificity serine/tyrosine kinases (Styk1).

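After 8 h of NaCl, Prkca (PKCα) had a log2 ratio of 1.87 ± 0.46 (SD, n = 2, adjusted p = 0.000186 from limma), Epha2 1.63 ± 0.24 (SD, n = 2, adjusted p = 0.000289 from limma), Styk1 1.51 ± 0.64 (SD, n = 2, adjusted p = 0.0013 from limma) and Lyn 1.43 ± 0.39 (SD, n = 2, adjusted p = 4.62e-05 from limma), all above 2.5-fold. Egfr, at 1.31 ± 0.19 (SD, n = 2, adjusted p = 6.31e-08 from limma), was just under 2.5-fold, and Cdc2l5, at 0.84 ± 0.19 (SD, n = 2, adjusted p = 0.000535 from limma), and Stk4, at 0.40 ± 0.05 (SD, n = 2, adjusted p = 0.0299 from limma), were higher than the pool and further under it. Of the VEGF receptors, Flt1 was at 1.13 ± 0.27 (SD, n = 2, adjusted p = 6.14e-05 from limma) and Kdr at -0.07 ± 0.20 (adjusted p = 0.917 from limma). Sgk (Sgk1) had 3.95 and Plk2 1.55 on the 1 array that measured each. At 2 h, Epha2 and Sgk were already above 2.5-fold, Sgk at 2.24 ± 0.61 (SD, n = 2, adjusted p = 0.00015 from limma).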

The third GO analysis performed gave us information on the *biological processes *regulated in a p38 SAPK- in a time-dependent manner. As shown in figure 10C, the major up-regulated *biological process *at 45 minutes was the surface-linked signal transduction. This observation is in full agreement with the main *cell location *and *molecular function *of the genes found up-regulated at that time. Moreover from 2 h after the addition of NaCl we found enrichment of genes involved in the processes of cell migration, cell proliferation, RNA biosynthesis, negative regulation of programmed cell death and response to stress. Finally long exposure to NaCl induced the up-regulation of a different set of genes involved in the control of the inflammatory response, cell growth and protein dephosphorylation (Figure 10C and additional files 5 and 6). The last process is partly related to the down-regulation of MAPK activity. For instance, osmostress specifically induced several DUSPs at different times. 

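Dusp1 was measured on 1 array at 45 min of NaCl, with a log2 ratio of 2.66, and its value at 8 h was 2.84 ± 0.07 (SD, n = 2, adjusted p = 1.52e-07 from limma), with a spread between arrays smaller than the gap to its value at 2 h.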

DUSP1 was up-regulated at 45 minutes and their levels remained high till 8 h after osmostress. After 2 h of NaCl addition, DUSP4 and DUSP10 were up-regulated and the expression levels of DUSP4 remained high till the 8 h time-point. On the other hand, DUSP14 was specifically up-regulated at 8 h. 

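At 45 min, Dusp10 had a log2 ratio of 0.75 ± 0.45 (adjusted p = 0.081 from limma), and at 8 h 0.81 ± 0.17 (SD, n = 2, adjusted p = 0.0337 from limma), both under 2.5-fold. The arrays at 2 h differed widely for Dusp10, at 2.42 and 1.33. Dusp4 had 1.18 and 1.60 on the arrays of 8 h.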

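Dusp14 had a log2 ratio of 0.94 ± 0.38 (SD, n = 2, adjusted p = 0.0012 from limma) at 8 h, under 2.5-fold. At 45 min and 2 h it was at 0.32 ± 0.13 and 0.38 ± 0.41 and did not differ from the pool (adjusted p = 0.284 and 0.203 from limma).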

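After 8 h of NaCl, Ptp4a2 had a log2 ratio of 1.74 ± 0.17 (SD, n = 2, adjusted p = 2.58e-07 from limma) and Ppm1d 1.44 ± 0.31 (SD, n = 2, adjusted p = 1.94e-06 from limma), both above 2.5-fold. Ptprb, at 1.12 ± 0.10 (SD, n = 2, adjusted p = 1.3e-05 from limma), Ptpla, at 1.06 ± 0.86 (SD, n = 2, adjusted p = 0.000754 from limma), and Ptprd, at 0.69 ± 0.66 (SD, n = 2, adjusted p = 0.0091 from limma), were higher than the pool but under 2.5-fold, and Ptpla had 0.45 on the first array and 1.67 on the second. Ptp4a1 had 1.58 on the 1 array that measured it. At 2 h none of them was above 2.5-fold, and Ppm1d, at 0.74 ± 0.31 (SD, n = 2, adjusted p = 0.00343 from limma), was the single one higher than the pool.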

On top of that, several tyrosine phosphatases were upregulated at 8 h of osmostress (PTPLA, PTP4A1, PTP4A2, PTPRB and PTPRD) as well as the serine/treonine phosphatase PPMD1. Altogether, the up-regulation of phosphatases suggests that this is an important event to down-regulate osmostress-induced signalling pathways.

It should be noted as well, that long exposure to NaCl induced a strong *stress *and *defence response *which resembles the TNFα mediated response. Specifically the chemokine/cytokines CCL7/20, CXCL3/5, Spp1 and Pdgfb were induced after 8 h of NaCl treatment. 

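After 8 h of NaCl, Cxcl5 had a log2 ratio of 4.98 ± 0.23 (SD, n = 2, adjusted p = 6.31e-08 from limma), Spp1 3.58 ± 0.59 (SD, n = 2, adjusted p = 2.62e-06 from limma), Ccl20 2.64 ± 0.33 (SD, n = 2, adjusted p = 8.07e-05 from limma), Ccl7 2.51 ± 0.63 (SD, n = 2, adjusted p = 2.7e-05 from limma) and Gm1960 (Cxcl3) 1.70 ± 0.08 (SD, n = 2, adjusted p = 0.00163 from limma), all above 2.5-fold. Pdgfb, at 1.00 ± 0.09 (SD, n = 2, adjusted p = 0.000204 from limma), was under it. Gm1960 was at 0.96 with normexp and loess, under 2.5-fold, and Cxcl5 at 2.14.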

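Pdgfb had a log2 ratio of 0.35 with TNFα, and Spp1 0.88 ± 0.06, Ccl7 0.38 ± 0.38 and Gm1960 0.79 ± 0.37 with anisomycin, none of which differed from the pool on the arrays of anisomycin (adjusted p = 0.133, 0.461 and 0.146 from limma). Cxcl5 was not well above background with anisomycin, and Ccl20 was above 2.5-fold, though not with normexp and loess, at 1.03.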

All these chemokines, except Pdgf1b, were up-regulated by TNFα as well, while only CCL20 was up-regulated by anisomycin. The up-regulation of chemokines and cytokines indicates that long exposure to NaCl induces a late TNFα-like response necessary for cell adaptation to osmostress. A full list of genes found in each category can be accessed through the supplementary miniweb file (additional file 6).

## Discussion

The activity of p38 SAPK is important for controlling many aspects of cell physiology and its role in gene expression regulation has been well established. For instance, the *Saccharomyces cerevisae *p38 SAPK orthologue Hog1 plays a key role regulating osmostress-induced genes required for yeast adaptation to osmotic shock [3]. In order to shed light on the role of p38 SAPK in genome-wide transcriptional regulation in response to stress, we have performed whole genome microarray analyses and compared three different treatments (TNFα, anisomycin and NaCl) that are able to activate p38 SAPK, albeit with different kinetics. The three p38 SAPK activators induced the up-regulation of a specific set of genes, with a small core set of genes being induced by all of them.

In general, genes induced by the three stimuli were found to be involved in the regulation of different biological processes. As expected, TNFα elicited immune and stress responses. On the other hand, anisomycin specifically induced genes involved in transcription repression and chemokine activity suggesting that this antibiotic partially mimics TNFα, which strongly induced several chemokines and cytokines. Both NaCl and anisomycin had in common the regulation of RNA biogenesis whereas NaCl specifically enhanced many components of the ribonucleoprotein complex, suggesting that protein translation is a key process for cell adaptation to osmostress. On top of that, osmostress also up-regulated DNA associated proteins, such as histones and proteins associated to the nucleolus and the nuclear pore complex. Notably, the three stimuli regulated to some extent genes involved in cell migration, proliferation and cell death. However, the major GO *molecular function *induced by p38 SAPK activation was the up-regulation of transcription factors.

A significant amount of up-regulated genes was dependent on p38 SAPK, based on their diminished expression in the presence of SB203580 and in p38α^-/- ^cells. This raises the interesting question of how SAPK activity is able to specifically up-regulate different gene programs depending on the stimuli. 

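Whether the induction itself differed between wild type MEFs and p38α-/- MEFs, each taken over its own unstressed cells, was tested with limma over all measured genes. With anisomycin 79 of 14769 genes differed at an adjusted p under 0.05, of which 18 were induced less and 61 more in p38α-/- MEFs, and 2224 differed at an unadjusted p under 0.05. With TNFα 60 of 13780 genes differed, 19 less and 41 more, and 1974 at an unadjusted p. With NaCl for 2 h 0 of 15939 differed, and 2152 at an unadjusted p. Of the genes that differed, 6 with anisomycin and 6 with TNFα were up-regulated genes of that treatment. These counts depended on the model and the scaling. With the replicate number as a block, which pairs the samples within a genotype, they were 230 for anisomycin, 122 for TNFα and 13 for NaCl, with normexp and loess 279, 203 and 69, and with the series matrix values 1342, 1608 and 837. They also depended on the arrays: without the second array of untreated p38α-/- MEFs they were 218 for anisomycin and 136 for TNFα, and without the first 6 and 2. With only the compared arrays in the limma fit they were 0, 0 and 0, with 1575, 1912 and 1375 at an unadjusted p under 0.05. The paper concludes that a significant part of the up-regulated genes depends on p38 SAPK, and it reasons from their lower expression both with SB203580 and in p38α-/- MEFs.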

A plausible explanation would be that the final output results from the integration at the gene promoters of various converging signals. Thus, the presence of additional activating signals would be necessary to achieve the highest transcriptional up-regulation in a given context, while inhibition of p38 SAPK would cut one of the inputs resulting in a reduced expression. Alternatively, but less likely, the different kinetics observed in the activation of p38 SAPK might lead to the activation of a different set of genes.

It is well established as well, that p38 SAPK controls the stability of several mRNAs through a not fully understood mechanism that requires the activity of MK2 and the presence of AU-rich elements (AREs) located at the 3' UTR of specific mRNAs. These sequences are involved in the recruitment of ARE-binding proteins that contribute to mRNA stabilisation or degradation [18]. There are about 950 human mRNAs containing ARE sequences. A high-throughput study from Frevel and co-workers showed that the stability of up to 42 mRNAs bearing ARE sequences were enhanced upon the treatment of the human monocytic cell line THP-1 with lipolysaccharide in a p38 SAPK dependent manner [19]. We have crossed Frevel's results with ours and found the overlapping of up to 12 different genes (e.g. Tnfaip3, Gro1, Gro2, Gch1, PTGS2/COX2, Ccl2, Cxcl10, Junb, Csf1, Irf1, Pmaip1 and Cited2). 

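Of these 12 genes, 9 were measured on both TNFα arrays, and 6 of them were above 2.5-fold, namely Tnfaip3, Cxcl10, Csf1, Cxcl2 (Gro2), Gch1 and Pmaip1. Pmaip1 had a log2 ratio of 1.84 ± 0.03 (SD, n = 2, adjusted p = 0.000193 from limma) with TNFα and 1.60 ± 0.14 (SD, n = 2, adjusted p = 0.00058 from limma) with anisomycin, and Gch1 2.14 ± 0.40 (SD, n = 2, adjusted p = 0.023 from limma) with TNFα, though the series matrix values put Gch1 at 0.88. Ptgs2, Junb, at 0.83 ± 1.00, and Cited2, at 0.17 ± 0.77, were under it with TNFα. Ccl2 and Irf1 were above 2.5-fold on the 1 TNFα array that measured each. With such spots kept, a setting chosen after seeing the data, 10 of the 12 were above 2.5-fold with TNFα. With anisomycin 4 of 8 measured genes were above 2.5-fold, and with NaCl for 2 h 3 of 10, among them Cited2, at 1.46 ± 0.07 (SD, n = 2, adjusted p = 0.00113 from limma).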

Notably, most of these genes where up-regulated by TNFα which suggests that different p38 SAPK activators may contribute differently to mRNA stabilization. Moreover, we have seen that osmostress strongly up-regulated the ARE binding protein TPP which has been shown to suppress inflammation by accelerating the decay of cytokine mRNAs upon p38 SAPK activation [20]. Therefore further experimental work is necessary to asses the contribution of transcription and mRNA stabilization in response to stress conditions. In any case, p38 SAPK appears to be instrumental for the proper response of a majority of genes in response to all three stimuli tested.

In yeast, there is a large conserved environmental stress response (ESR), which consists in a core of genes that respond to a diverse type of stress; such as heat shock, osmostress, oxidative stress and others [21,22]. This core of genes includes a number of stress defence genes and seem to be important for adaptation to stress. In mammals, such an ESR has not been reported. Interestingly, we found a small number of genes that is common to all three stress treatments and might be relevant. Notably, the main enriched *molecular function *induced by the three treatments was the up-regulation of transcriptional modulators. Thus, transcriptional regulation could be a key shared process to build up the appropriate gene response for adaptation to cell stress. Moreover, the three treatments up-regulated several members of the DUSP family of genes, which have MAPK phosphatase activity and are known to play a key role in the down-regulation of MAPK signalling [23,24].

It is worth noting that when p38 SAPK dependence was analysed in a time course experiment, more than 90% of the genes that responded to osmostress at 45 minutes were p38 SAPK-dependent, however, after 8 h only 60% of the up-regulated genes required p38 SAPK activity. Thus, the SAPK pathway appears to be critical at the initial response, whereas other signaling pathways are probably more relevant at later times.

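With the dependency rule on the linear scale, where the ratio itself had to be at most 50%, 24.2% of the genes at 45 min were dependent with SB203580, 14.0% at 2 h and 15.0% at 8 h. With normexp and loess, 1 of 5 genes above 2.5-fold at 45 min was dependent (20.0%), and 11.3% of 53 at 2 h and 18.5% of 108 at 8 h.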

Regarding how cells adapt to stress over time, our GO analyses revealed that the primary response to NaCl addition was the up-regulation of solute and ion trans-membrane transporters as well as sensorial G-protein coupled receptors. Significantly, 65% of the early genes (71 out of 114 up-regulated at 45 minutes) were shut down at later times. 

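Of the 66 genes above 2.5-fold at 45 min, 41 (62.1%) were in neither of the later lists. With normexp and loess 0 of 5 were, and with the series matrix values 6 of 18 (33.3%).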

At the intermediate time point, 130 genes were specifically up-regulated and were mainly involved in the control of transcription and ribosome biogenesis. However after 8 h of osmostress, 279 genes were specifically up-regulated. These late-induced genes were mainly included in the GO terms transcription factor activity, chemokine and cytokine activity, protein kinase activity, stress response, growth control and protein dephosphorylation. 

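At 2 h, 63 genes (58.3%) were in that list alone.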

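At 8 h, 162 genes (83.9%) were above 2.5-fold at that time alone. With the highest probe of each gene and marked spots kept, a setting chosen after seeing the data, the numbers for 45 min, 2 h and 8 h were 62, 118 and 307.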

Altogether, we conclude that on one hand, osmostress up-regulates many ion trans-membrane transporters to quickly overcome the changes in osmolarity between the extra-cellular environment and the intracellular milieu, whereas on the other hand, long exposure to osmostress promotes cell survival, growth and mediates a TNFα-like response through the up-regulation of chemokine/cytokine activities. On top of that, protein dephosphorylation is probably necessary to down-regulate p38 SAPK activity and to shut down other signalling pathways activated at early times. Notably, gene transcription is still necessary for cell adaptation at this late time point.

To date, few whole genome studies on p38 SAPK regulated genes have been reported. An early work used primary endothelial cells treated with TNFα in the presence of SB203580 for 5 h to identify TNFα-induced and p38 SAPK dependent genes. These authors reported 58 TNFα-induced genes, 12 of which depended on p38 SAPK to some extent [10]. In contrast, we have found that just after 45 minutes of incubation with TNFα there is a strong dependency on p38 SAPK for gene up-regulation. This difference would be consistent with our results showing that SAPK dependency decreases over time upon osmostress treatment. Therefore, the genes up-regulated 5 h after cell stimulation observed by Vienmman and co-workers may represent a late response to the cytokine, which would be driven by secondary signalling events rather than by TNFα itself. 

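The share of TNFα genes dependent in p38α-/- MEFs was 55.1% without the first wild type array and 72.0% without the second. It was 53.2% without the first and 46.9% without the second array of p38α-/- MEFs. On the linear scale it was 44.9%, and 15.4% with SB203580. With SB203580 the series matrix values gave 11.8% and normexp with loess 7.69%. The share with SB203580 was 50.0% without the first and 9.88% without the second array of SB203580 and TNFα. It was 35.8% without the first and 48.7% without the second wild type array. After subtraction of the unstressed arm the shares were 72.0% in p38α-/- MEFs and 63.2% with SB203580.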

In agreement with this idea, our data shows that TNFα strongly induced the up-regulation of chemokines and cytokines that once secreted to the media may trigger a paracrine cell response leading to the activation of other signalling pathways and gene transcription programs. Similarly a more recent study reported a genome wide screening using rat fibroblast-like synoviocytes also treated with TNFα. These authors reported the up-regulation of 141 genes by this cytokine, 30% of which were dependent on the activation of p38 SAPK [11]. Again the low p38 SAPK dependency reported in this work is not surprising if we take into account that cells were harvested 24 h after the addition of TNFα. We have crossed-checked their TNFα up-regulated list of genes with ours and found that only six genes overlapped: Cxcl2, Gm190, Csf1, Pde4b, Phlda1 and Ier3. 

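Of these genes, Pde4b had a log2 ratio of 1.03 ± 0.04 (SD, n = 2, adjusted p = 0.00247 from limma) with TNFα, under 2.5-fold, and Csf1 and Cxcl2 were above it. Phlda1 had 2.39 and Ier3 1.19 on the 1 array that measured each. With spots marked as outliers kept, a setting chosen after seeing the data, Ier3 was at 1.44 and 4 of the 5 were above 2.5-fold. Gm190 was not found among the array's gene names.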

As discussed above, the most plausible explanation for the discrepancy with our study is probably due to the fact that we have evaluated the primary TNFα response on immediate early genes whereas Zer *et al *reported a late TNFα-mediated gene response. On another hand, a wide genome microarray analysis performed on exponentially growing human keratinocytes treated with SB203580 but without challenging the cells with extra-cellular stimuli has been reported. This study concluded that p38 SAPK positively controlled genes involved in cell proliferation, keratinocyte differentiation and MAPK regulation [12]. In agreement with our results, the authors also found the up-regulation of some DUSP genes, indicating that this is likely to be an important event to down-regulate MAPK activity. Moreover Gazel's work and ours concludes that the transcription factors c-fos and n-Myc are key players of stress-mediated responses. However, the overall gene overlapping between the set of genes that we have found and that of Gazel and co-workers is negligible which might be due to the fact that in such study the authors only evaluated gene regulation mediated by the p38 SAPK basal activity. Our conclusions based on transient activation of the p38 SAPK also differ from a report using proliferating cardiomyocytes which showed that p38 SAPK basal activity played an important role in regulating extra-cellular matrix genes through the transcription factors C/EBPβ and TEF-1 [13].

## Conclusions

Our work illustrates how acute and transient p38 SAPK activation control gene expression in response to different stresses. It appears that the primary transcriptional response induced by three stimuli is highly dependent on p38 SAPK activation, but then becomes diluted over time. As expected, TNFα induced a strong pro-inflammatory response. Anisomycin, on the other hand, partially elicited a response that resembles a mild TNFα mediated response. At early times, NaCl clearly up-regulated many trans-membrane transporters probably to compensate the strong change of osmolarity between the cell and the extra-cellular environment. At the middle time point, osmostress strongly enhanced the expression of many genes involved in ribosome biogenesis suggesting that *de novo *protein translation is fundamental for cell adaptation. At this time, we also start to see how the cells respond to stress through the up-regulation of some chemokines. This is further strengthened at later times where NaCl induced a strong defence response. In addition, the osmostress-induced up-regulation of trans-membrane transporters, ribosome proteins and histones had not been previously shown. Moreover, we have defined a core of 30 common genes, five of which are transcription factors, which are regulated by several stresses. Therefore the regulation of transcriptional activity emerges as the most prominent molecular function depending on p38 SAPK activation that is induced by the three stress stimuli.

## Methods

### Cell culture and treatments

Immortalyzed wild type and p38α^-/- ^mouse embryonic fibroblasts (MEFs) [25] were maintained in Dulbecco's modified Eagle's medium (Biological Industries) containing 10% fetal calf serum (Sigma) and supplemented with 1 mM sodium pyruvate, 2 mM L-glutamine, 100 U/ml Penicilin and 100 μg/ml Streptomycin (GibCO) and cultured in a 5% CO_2 _humidified incubator at 37°C. MEFs were treated with 100 mM NaCl for 45 minutes, 2 h and 8 h, 25 ng/ml anisomycin (Sigma) for 45 minutes or 100 ng/ml TNFα (Preprotech) for 45 minutes. When indicated, cells were treated with 10 μM SB203580 (Calbiochem) for 30 minutes prior to the treatments.

### RNA preparation and microarray analysis

Total RNA was isolated from exponentially growing wt MEFs and p38α^-/- ^MEFs using the RNeasy kit according to the manufacturer's protocol (Qiagen, Dusseldorf, Germany). RNA amplification and labeling was carried out by using the Low RNA Input Linear Amplification Kit, PLUS, Two-Color (Agilent Technologies, Palo Alto, CA). Briefly, for each sample 2 μg of total RNA input were amplified in two rounds of amplification by following manufacturer's instructions. The first strand cDNA syntheses and amplification reactions were carried out by using random and T7 primers, respectively. During the 2 hour *in vitro *transcription, Cy3- or Cy5-labeled CTP was incorporated on each amplified RNA (cRNA) from reference pooled and tested samples respectively. Products of the reaction were then purified using RNAeasy mini spin column (Qiagen, Dusseldorf, Germany). All procedures of hybridization, slide and image processing were carried out according to the manufacturer's instructions (Two-Color Microarray-Based Gene Expression Analysis protocol). In each experiment, 825 ng of contrasting cRNA samples were fragmented at 60°C for 30 min and hybridized at 65°C for 17 hr. The slides were scanned at a 10 μm resolution with Agilent G2565BA Microarray Scanner (Agilent Technologies, Palo Alto, CA). Signal quantification was carried out with Feature Extraction 9.1 software (Agilent Technologies, Palo Alto, CA) by using default analysis parameters for Agilent's 44K whole genome mouse gene expression arrays (Feature Extraction protocol 44K). The reproducibility of the microarray data was assessed by performing a Peason Correlation Coefficient Analysis (PCC) of the two biological replicates using the statistical computing program R (version 2.10.1; http://www.r-project.org/) between the absolute signal intensity of the background corrected Cy5 channel (treated samples) and the absolute signal intensity of the background corrected Cy3 channel (control samples) for all the probes present on the microarray. The quality and homogeneity of the background corrected and VSN normalized microarray data [26] for the Cy5 and Cy3 channels was assessed by the Bioconductor package arrayQualityMetrics [15] version 2.4.3 http://bioconductor.org/packages/2.5/bioc/html/arrayQualityMetrics.html under R version 2.10.1 http://www.r-project.org/.

### RT-PCR validation

Total RNA was converted into cDNA with the Superscript First-Strand kit (Invitrogen). PCR primers for individual genes selected after the microarray analysis were designed with Primer3 [27] to generate DNA fragments between 100-200 base pairs in length and a Tm of 56°C. The sequences used are the followings: A20 For: CATGTCGACGTCGAGACCATGGCTAAC, A20 Rev: CATGTCGACCATTGGTTTTCAGAGCCACG, Ptgs2/Cox2 For: TACAAGCAGTGGCAAAGGC, Ptgs2/Cox2 Rev: CAGTATTGAGGAGAACAGATGGG, Btg2 For: ACGCACTGACCGATCATTACA, Btg2 Rev: GGCTGGCTGAGTCCAATCTGG, c-Jun For: CCCCTGAGAACGACGCAAGCC, c-Jun Rev: GATGAACAGTCCGGAGTCCGCG, Gapdh For: AATTCAACGGCACAGTCAAGGC, Gapdh Rev: GGATGCAGGGATGATGTTCTGG, n-Myc For: CATGCCGGGGATGATCTGCA

n-Myc Rev: TCGAATTGGGCTACGGAGAT, Dusp4 For: GTCTCTGGACCCCAAATCCA, Dusp4 Rev: CAATAACGGCGGTTTCCGCT, Ttp For CTCTGCCATCTACGAGAGCC, Ttp Rev GATGGAGTCCGAGTTTATGTTCC, c-Fos For: GGCTTTCCCAAACTTCGACC

c-Fos Rev: GGCGGCTACACAAAGCCAAAC, Hspa4l For: TCGGCTTTCTCAACTGCTAC, Hspa4l Rev: CTTCCAGGTACCGCACCTTA, Akr1b(AR) For: ATGGCCAGCCATCTGGAACTC, Akr1b(AR) Rev: CACACCCTCCAGTTCCTGTT

### Enrichment Analysis of Gene Ontology and Gene Network Analysis

Functional annotation of genes is based on Gene Ontology (GO) [16] as extracted from Ensembl v.52 [28]. Accordingly, all genes are classified into three ontologies: genes involved in Biological Process, Molecular Function and Cellular Component. We have taken only the GO categories that have at least 20 genes annotated. In our study we distributed up-regulated genes defined as genes with at least 2-fold increase upon cell stimulation for analysis of Cellular Component and 2.5 fold increase for analysis of Molecular Function and Biological Process in GO-terms and observed which terms are enriched using GiTools (http://www.gitools.org, manuscript in preparation). In search of statistical significance (p-value) we used binomial distribution and p-value calculated as:

Where:

***n ***= total no. of genes in the category

***x ***= number of differently expressed genes in the category.

***p ***= frequency of differentially expressed (upregulated or downregulated) genes

Resulting p-values were adjusted for multiple testing correction using the Benjamin and Hochberg's method of False Discovery Rate [29]. Colours toward red indicate high statistic significance. Colours toward yellow indicate low statistic significance and gray indicates no statistic significance at all. Significant gene networks were extracted from 2.5-fold up-regulated genes using the Ingenuity Pathway Analysis (IPA) tool developed by Ingenuity^R ^Systems http://www.ingenuity.com

### Western Blot

Cells were washed with ice-cold PBS and scraped into 500 μl of IP/lysis buffer (10 mM Tris HCL pH 7.5, 1% NP40, 2 mM EDTA, 50 mM NaF, 50 mM β-glycerophosphate, 1 mM Sodium Vanadate, supplemented with the protease inhibitors 1 mM PMSF, 1 mM Benzamidine, 200 μg/ml Leupeptine and 200 μg/ml Pepstatine). The lysates were cleared by microcentrifugation. The primary antibodies used for these analyses were rabbit anti-p38α, rabbit monoclonal anti-pp38T180/T182, rabbit anti-MK2, anti-ppMK2 (Cell Signaling) and mouse mAb anti-tubulin (Sigma). For visualizing the proteins, Horse Radish Peroxidase conjugated anti-rabbit or an anti-mouse and the Enhanced Chemiluminiscence kit (GE Healthcare) were used.

## Authors' contributions

IF, MB and MJ performed the biological experiments. LL and OD performed the microarray hybridization. AI and NL-B performed the PCC, arrayQualityMetrics and GiTools analysis. GG-L and DP performed the Ingenuity Pathway analysis. Experimental design, biological data interpretation and manuscript writing was carried out by MJ, AN and FP. All authors read and approved the final submission.

## Supplementary Material

Additional file 1 **Pearson correlation coefficient analysis (PCC)**. Correlation between the two replicates was analyzed by PCC as described in methods. All samples showed very high correlation coefficient with most correlation values higher than 0.9, which indicates high fidelity of the experimental biological replicates. Click here for file

Additional file 2 **Microarray Quality Metrics Analysis**. For a better visualization the microarray data the diagnosis has been split in three groups named 1; Treatment and Time Course. 2; p38α SAPK knock out MEFs and 3; SB203580 treated wildt type MEFs. Section 1 analyses the individual array quality through MA. The mass distribution in an MA plot is expected to be concentrated along the M = 0 axis and there should be no trend in the mean of M as a function of A. A trend in the lower range of A usually indicates that the arrays have different background intensities. A trend in the upper range of A usually indicates saturation of the measurements. Section 2 analyses the array intensity distributions through Box plots and Density plots. Each Box box corresponds to one array. Array duplicates are shown side by side. The left panel corresponds to the red Cy5 channel. The middle panel corresponds to the green Cy3 channel. The right panel shows the Box plots of the log_2 _Cy5/Cy3 ratio. Box plots are a graphical representation that summarises the distribution of probe intensities across all arrays. It comprises the smallest observation, lower quartile, median, upper quartile and largest observation. All boxes are expected to have similar size and median. Density plots show smoothed histograms of the array signal intensities. The left panel corresponds to the red Cy5 channel. The middle panel corresponds to the green Cy3 channel. The right panel shows the Box plots of the log_2 _Cy5/Cy3 ratio. The distribution of the arrays is expected to have similar shapes and ranges. Click here for file

Additional file 3 **2.5-fold up-regulated genes upon transient p38 SAPK activation**. List of unique Ensemble-Id genes up-regulated 2.5 fold over a pool of control cells upon a transient p38 SAPK activation. Wild type MEFs and p38α^-/- ^knock out MEFs cells were stimulated with 100 ng/ml TNFα, 25 ng/ml anisomycin and 100 mM NaCl for the indicated times in the absence or presence of 10 μM of SB203580. The p38 SAPK dependent genes are highlighted. Click here for file

Additional file 4 **4-fold down-regulated genes upon transient p38 SAPK activation**. List of unique Ensemble-Id genes down-regulated 2.5 fold over a pool of control cells upon a transient p38 SAPK activation. Wild type MEFs and p38α^-/- ^knock out MEFs cells were stimulated with 100 ng/ml TNFα, 25 ng/ml anisomycin and 100 mM NaCl for the indicated times in the absence or presence of 10 μM of SB203580. The p38 SAPK dependent genes are highlighted. Click here for file

Additional file 5 **GO statistic analysis**. Statistics showing significant (p-value ≤ 0.05 and multiple test corrected p-value) in the GO cell component, molecular function and biological processes enriched by the treatments NaCl, anisomycin and TNFα. Total observed genes and total gene number in a given category is also shown. Click here for file

Additional file 6 **GO analysis miniweb**. Interactive miniweb showing the treatment and NaCl time course GO analysis with access to the up-regulated genes found in every category. Files can be open with any standard web browser. Click here for file

Additional file 7 **Supplementary figure 1: The TNFα gene network**. The TNFα gene network inferred by the Ingenuity Pathway software is related to the control of the Immune Response and Immunological Disease. The network genes shaded in grey are up-regulated by the treatment. The network genes in white are not up-regulated by the treatment. Solid arrows indicate direct interactions. Broken arrows indicate indirect interactions. Click here for file

Additional file 8 **Supplementary figure 2: The anisomycin gene network**. The anisomycin gene network inferred by the Ingenuity Pathway software is related to the control of Cell Development and Gene Expression. Click here for file

Additional file 9 **Supplementary figure 3: The NaCl (2 h) gene network**. The NaCl gene network at 2 h inferred by the Ingenuity Pathway software is related to the control of Cell Cycle and Post-translational Modification. Click here for file

Additional file 10 **Supplementary figure 4: The common response gene network**. The common response gene network inferred by the Ingenuity Pathway software is related to the control of Gene Expression and Cancer. Click here for file

# Supplementary material for: Whole genome analysis of p38 SAPK-mediated gene expression upon stress
**Source:** BMC Genomics. 2010 Mar 1;11:144. doi: 10.1186/1471-2164-11-144

# Whole genome analysis of p38 SAPK-mediated gene expression upon stress

## Microarray data diagnosis (Microarray Quality Metrics Analysis)

The quality of the background corrected and normalized microarray data was diagnosed by the Bioconductor package arrayQualityMetrics for the two channels (Cy5 and Cy3).

Quality analysis of microarray data is presented separately for better visualization in the following three groups:

- a) **Group 1:** Treatment and Time Course
- b) **Group 2:** p38 $\alpha$  SAPK knock out MEFs
- c) **Group 3:** SB203580 treated wild type MEFs

Every group is divided in two sections:

### Section 1: Individual Array Quality; MA plots

$$M = \log_2(I_1) - \log_2(I_2)$$

$$A = 1/2 (\log_2(I_1) + \log_2(I_2))$$

where  $I_1$  and  $I_2$  are the intensities of the two channels. Typically, it is expected that the mass of the distribution in an MA plot to be concentrated along the  $M = 0$  axis, and there should be no trend in the mean of  $M$  as a function of  $A$ . A trend in the lower range of  $A$  usually indicates that the arrays have different background intensities. A trend in the upper range of  $A$  usually indicates saturation of the measurements.

### Section 2: Array intensity distributions; Box plots and Density plots

**Box plots** of the  $\log_2(\text{Intensities})$ . Each box corresponds to one array. Array duplicates are shown side by side. The left panel corresponds to the red channel. The middle panel corresponds to the green channel. The right panel shows the box plots of  $\log_2(\text{ratio})$ . Box plots are a graphical representations that summarizes the distribution of probe intensities across all arrays. It comprises the smallest observation, lower quartile, median, upper quartile and largest observation. Typically, it is expected all boxes to have similar size and median.

**Density plots** show density estimates (smoothed histograms) of the data. Typically, the distributions of the arrays should have similar shapes and ranges. Arrays whose distributions are very different from the others can be considered for possible problems.

## **a) Group 1: Treatment and Time Course**

### **Array Summary**

| Array # | Array Name   |
|---------|--------------|
| 1       | Aniso_Set1   |
| 2       | Aniso_Set2   |
| 3       | TNFa_Set1    |
| 4       | TNFa_Set2    |
| 5       | NaCl_45_Set1 |
| 6       | NaCl_45_Set2 |
| 7       | NaCl_2h_Set1 |
| 8       | NaCl_2h_Set2 |
| 9       | NaCl_8h_Set1 |
| 10      | NaCl_8h_Set2 |

### **Section 1: Individual array quality (MA plots)**

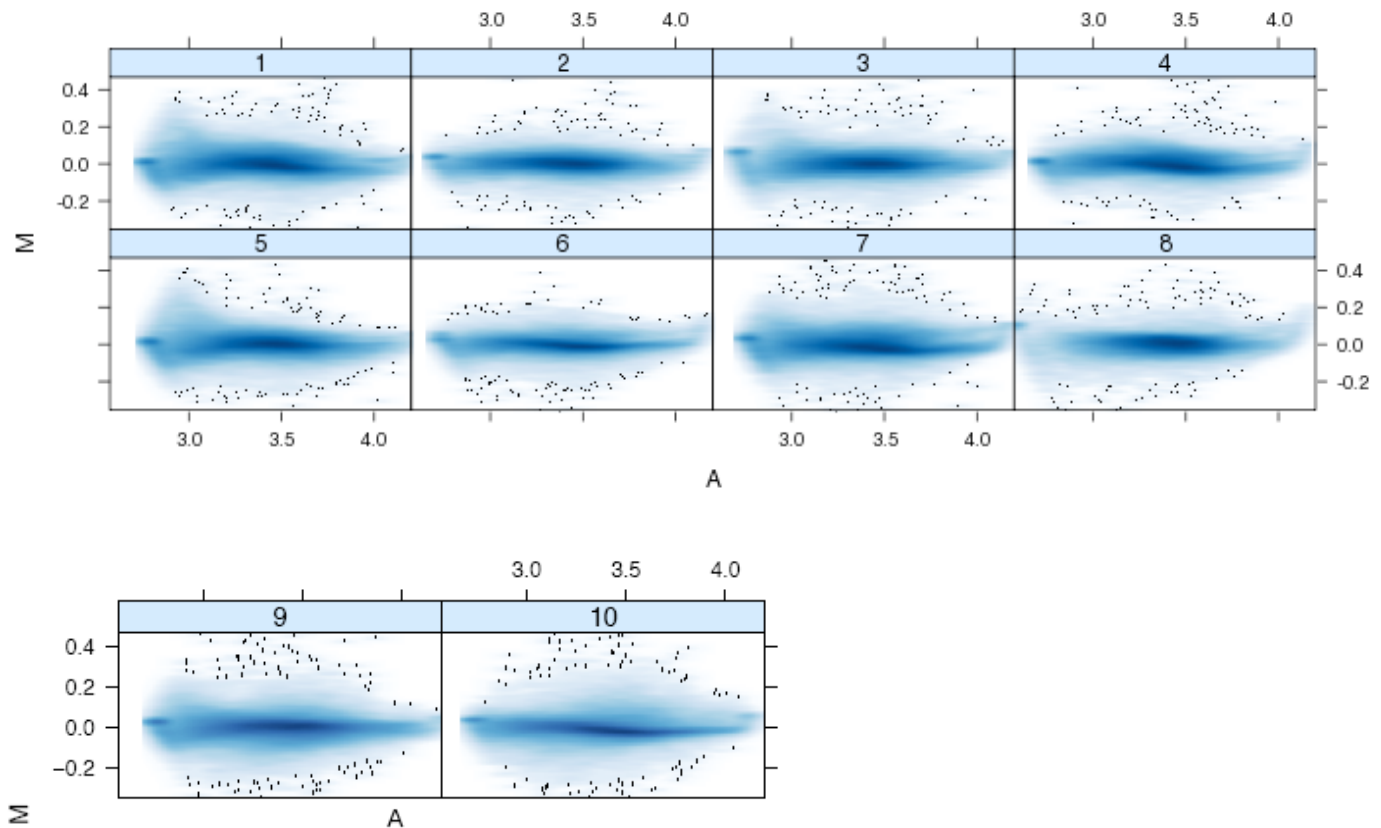

## Section 2: Array intensity distributions; Box plots and Density plots

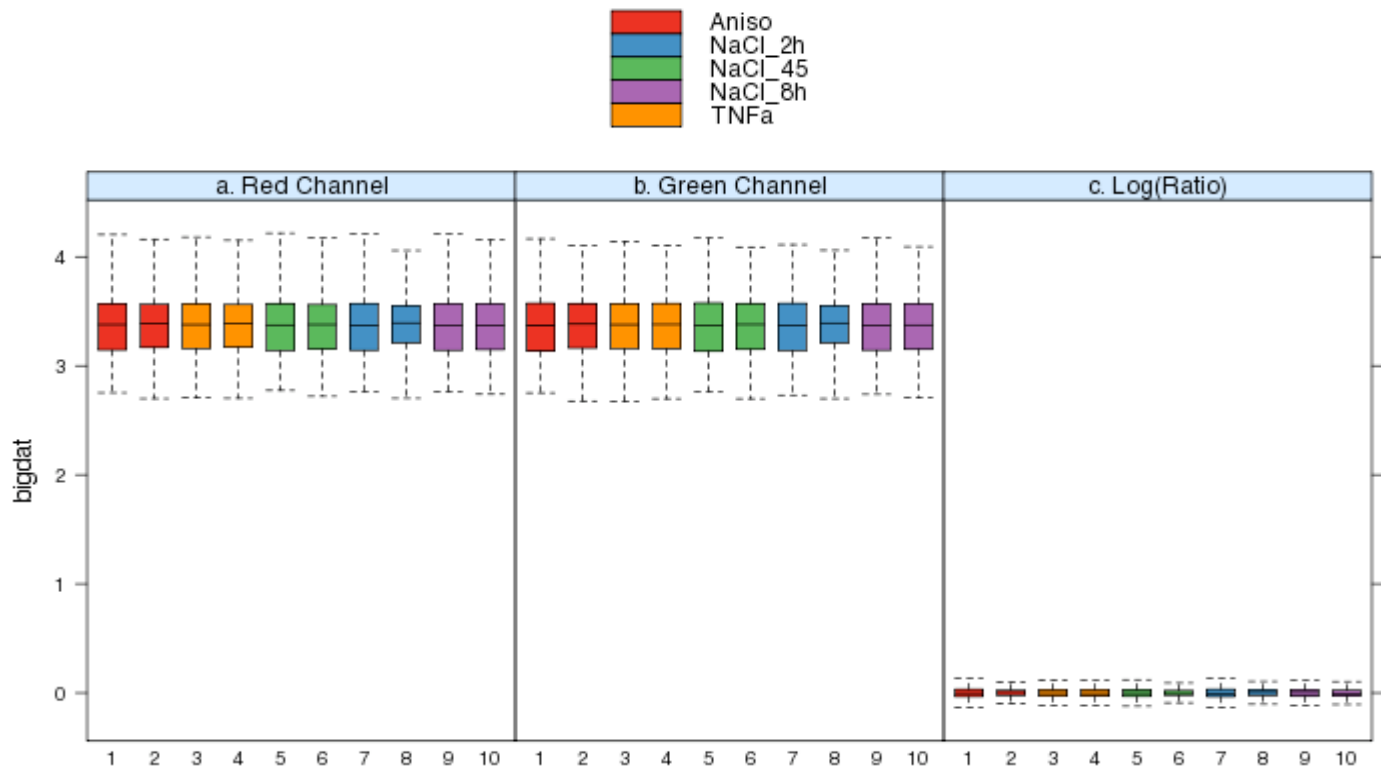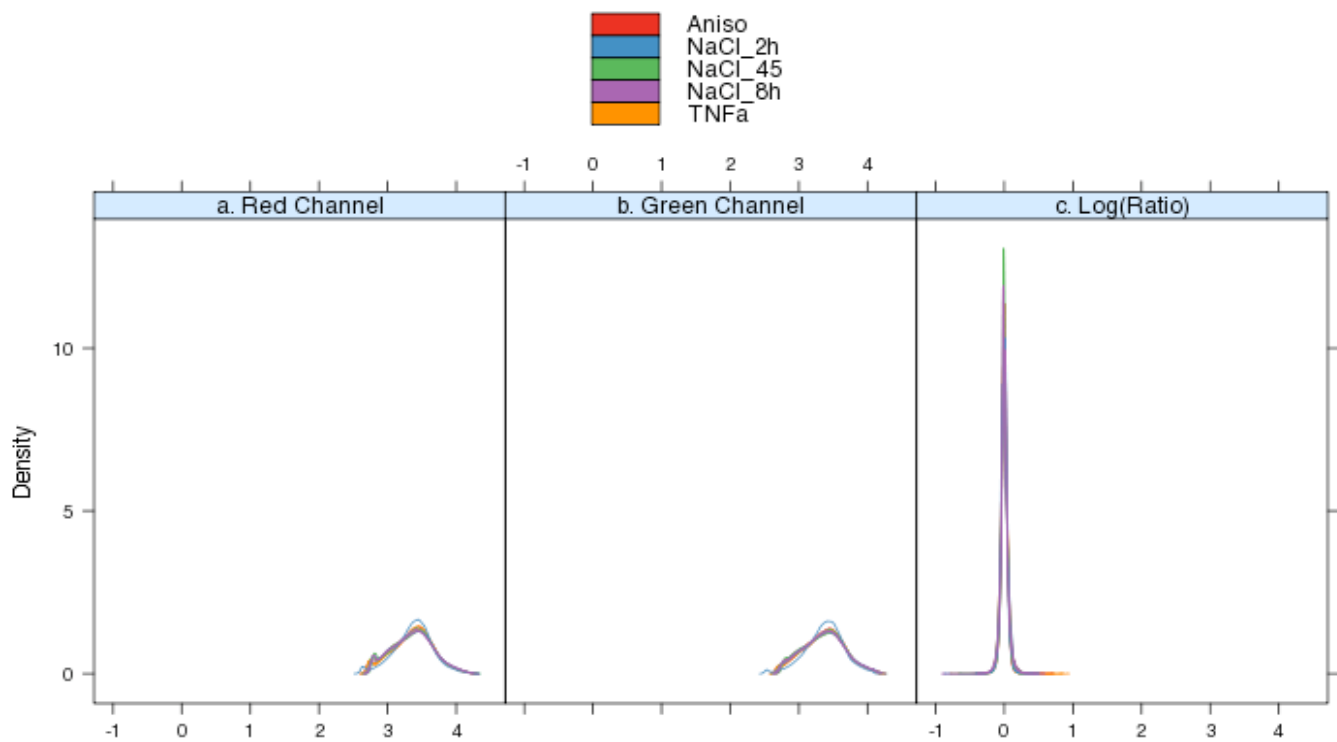

## **b) Group 2: p38 $\alpha$ SAPK knock out MEFs**

### **Array Summary**

| Array # | Array Name            |
|---------|-----------------------|
| 1       | KO_No_Treatment_Set1  |
| 2       | KO_No_Treatment_Set2  |
| 3       | KO_Aniso_Set1         |
| 4       | KO_Aniso_Set2         |
| 5       | KO_TNF $\alpha$ _Set1 |
| 6       | KO_TNF $\alpha$ _Set2 |
| 7       | KO_NaCl_Set1          |
| 8       | KO_NaCl_Set2          |

### **Section 1: Individual array quality; MA plots**

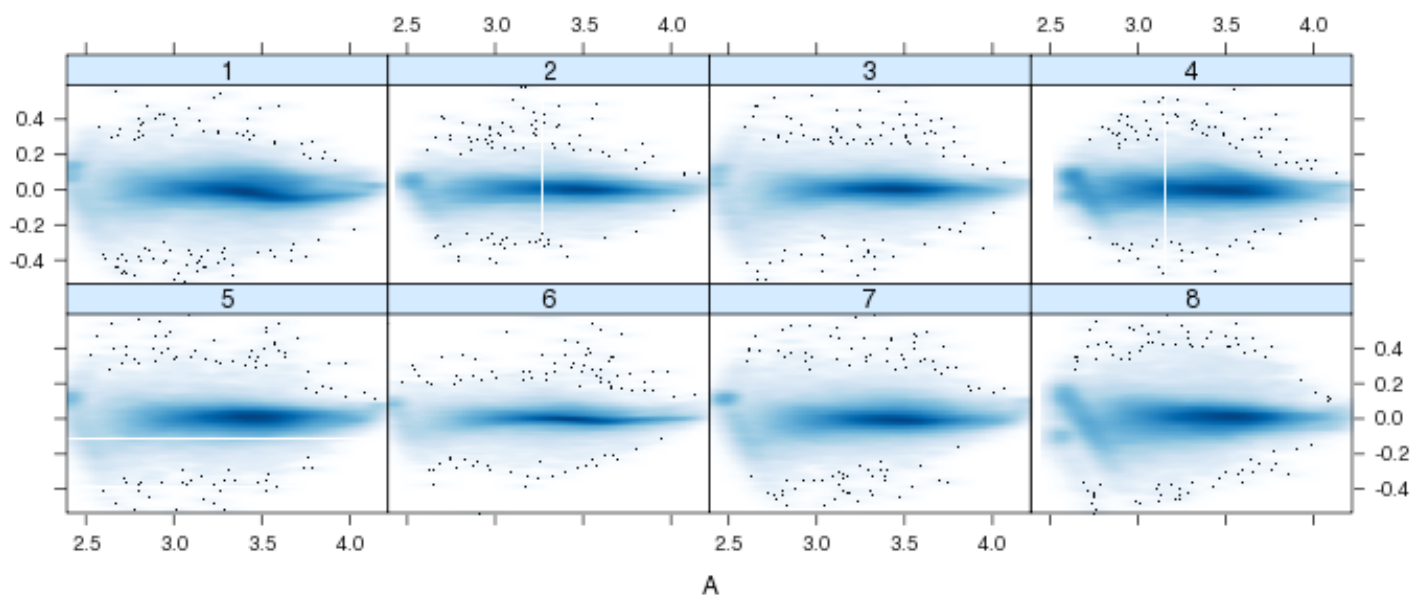

## Section 2: Array intensity distributions; Box plots and Density plots

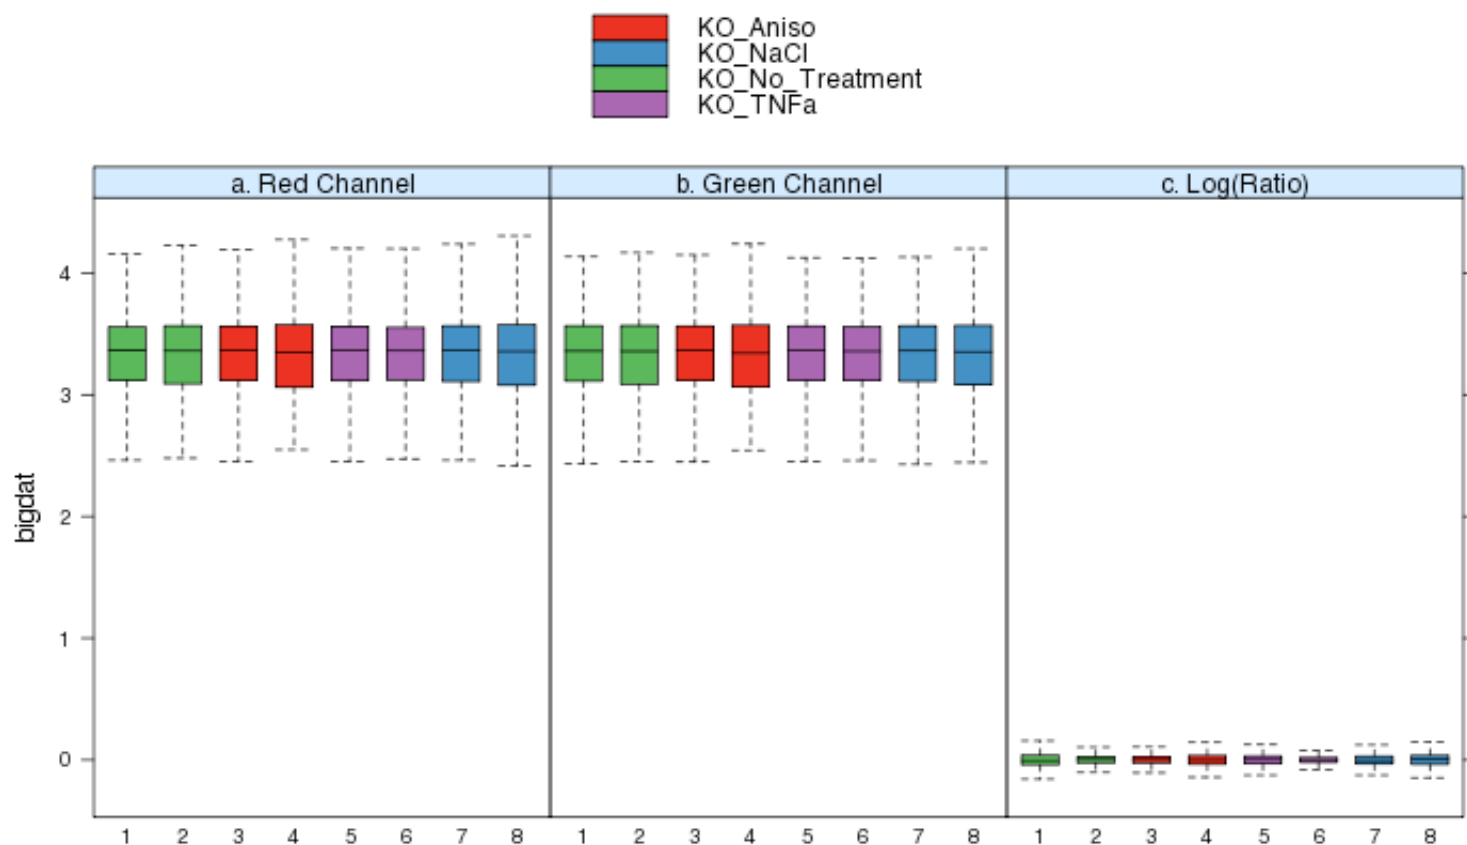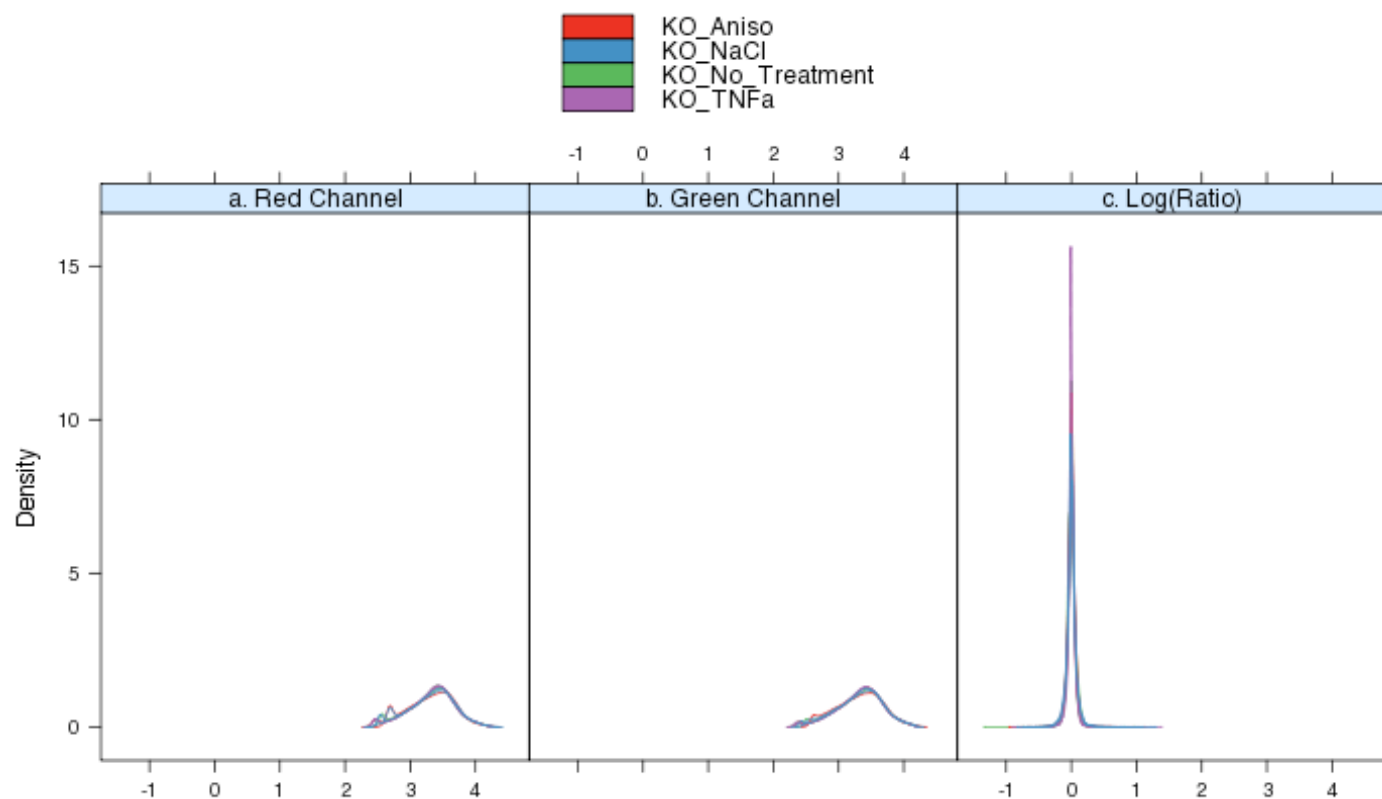

### c) Group 3: SB203580 treated wild type MEFs

#### Array Summary

| Array # | Array Name      |
|---------|-----------------|
| 1       | SB_Set1         |
| 2       | SB_Set2         |
| 3       | Aniso_SB_Set1   |
| 4       | Aniso_SB_Set2   |
| 5       | TNFa_SB_Set1    |
| 6       | TNFa_SB_Set2    |
| 7       | NaCl_SB_45_Set1 |
| 8       | NaCl_SB_45_Set2 |
| 9       | NaCl_SB_2h_Set1 |
| 10      | NaCl_SB_2h_Set2 |
| 11      | NaCl_SB_8h_Set1 |
| 12      | NaCl_SB_8h_Set2 |

#### Section 1: Individual array quality; MA plots

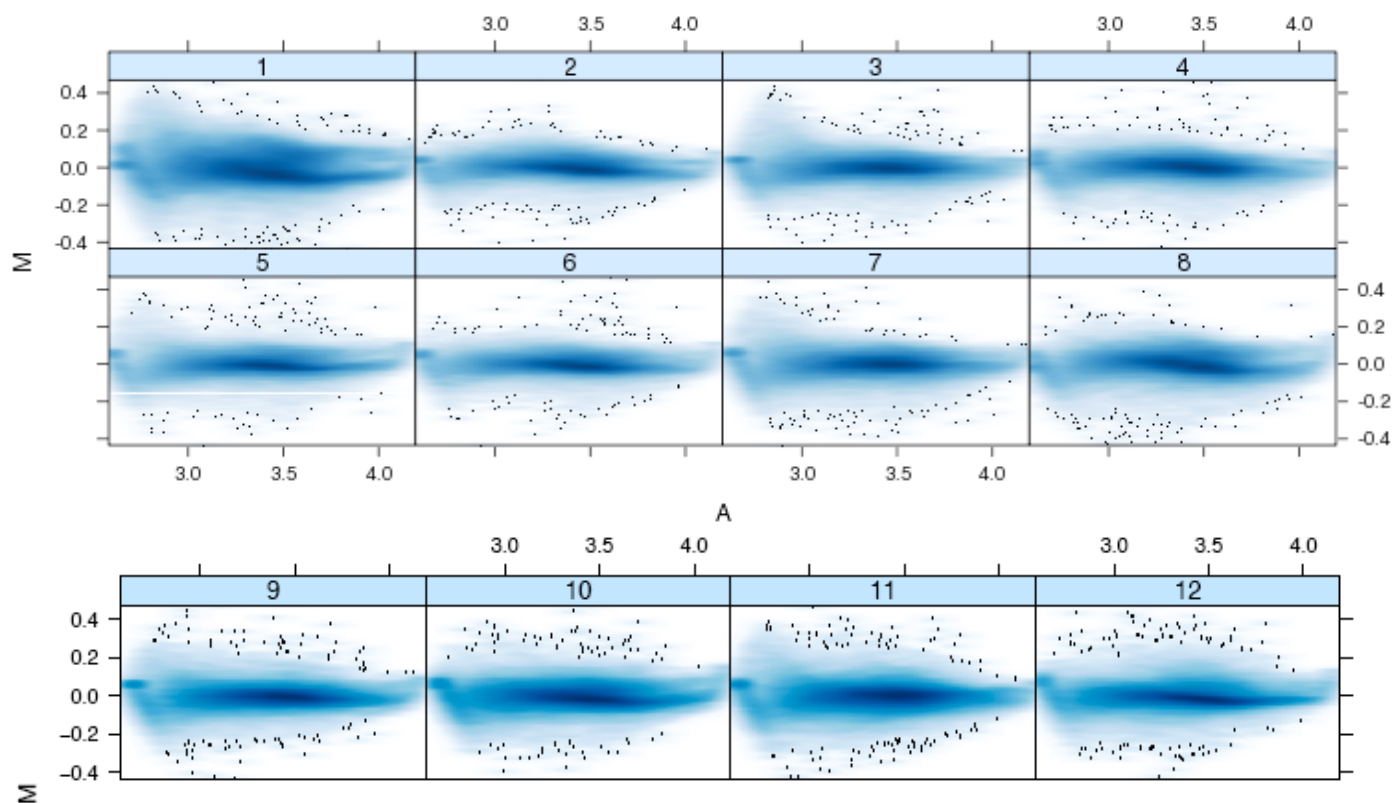

## Section 2: Array intensity distributions; Box plots and Density plots

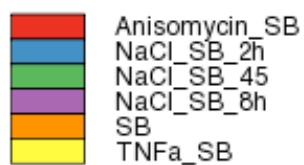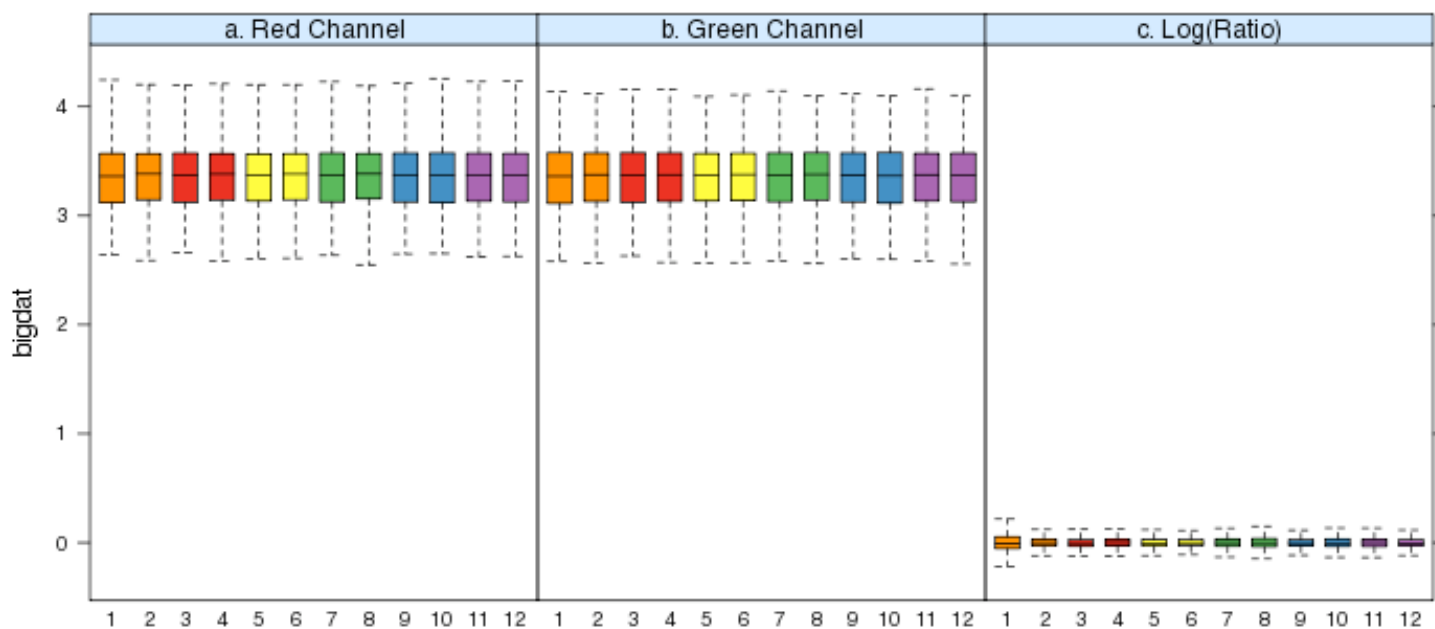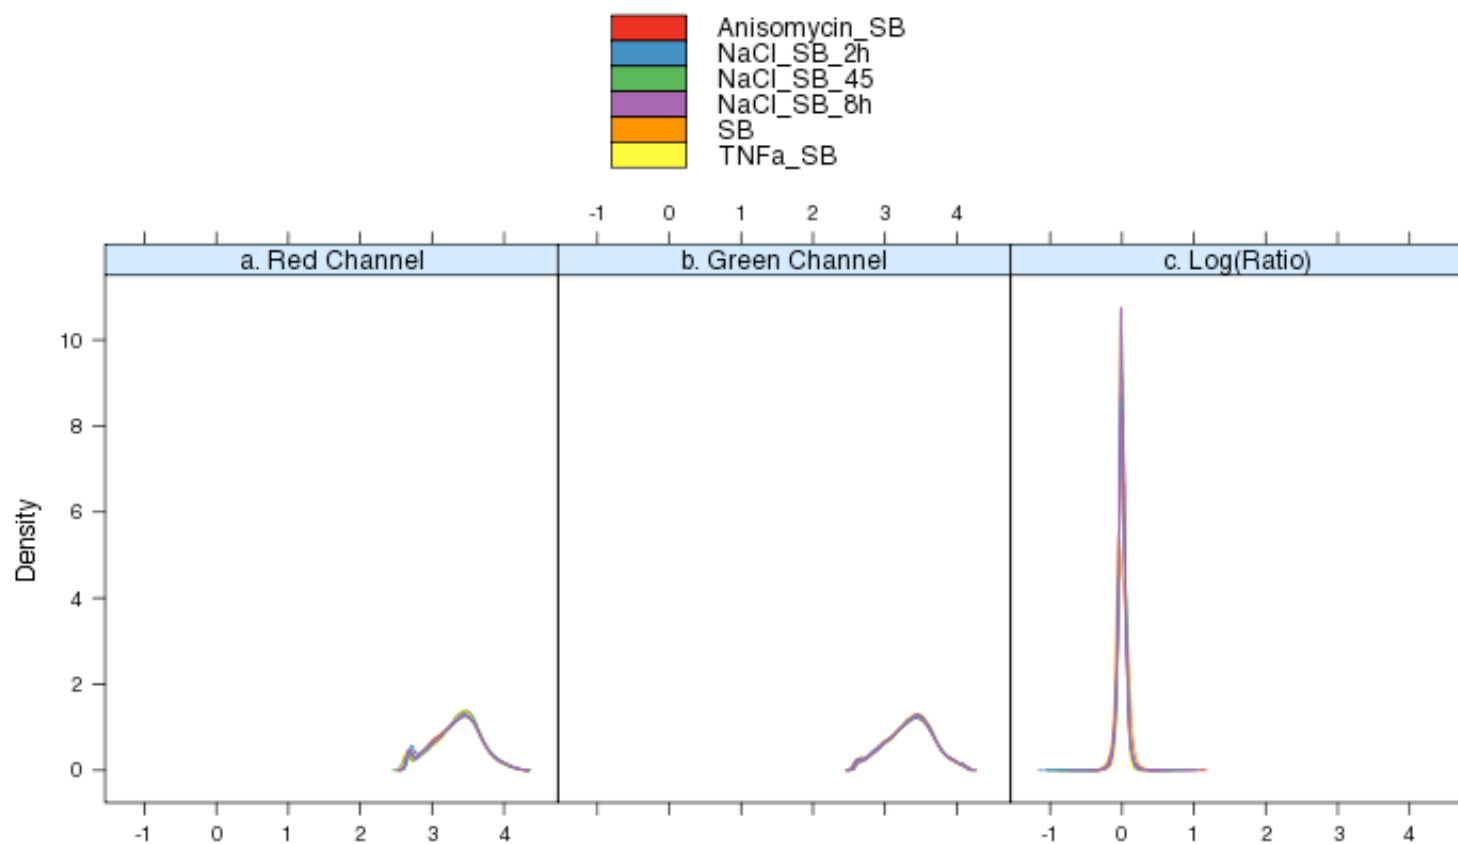

**Supplement:** Additional file 2 — Microarray Quality Metrics Analysis. For a better visualization the microarray data the diagnosis has been split in three groups named 1; Treatment and Time Course. 2; p38α SAPK knock out MEFs and 3; SB203580 treated wildt type MEFs. Section 1 analyses the individual array quality through MA. The mass distribution in an MA plot is expected to be concentrated along the M = 0 axis and there should be no trend in the mean of M as a function of A. A trend in the lower range of A usually indicates that the arrays have different background intensities. A trend in the upper range of A usually indicates saturation of the measurements. Section 2 analyses the array intensity distributions through Box plots and Density plots. Each Box box corresponds to one array. Array duplicates are shown side by side. The left panel corresponds to the red Cy5 channel. The middle panel corresponds to the green Cy3 channel. The right panel shows the Box plots of the log2 Cy5/Cy3 ratio. Box plots are a graphical representation that summarises the distribution of probe intensities across all arrays. It comprises the smallest observation, lower quartile, median, upper quartile and largest observation. All boxes are expected to have similar size and median. Density plots show smoothed histograms of the array signal intensities. The left panel corresponds to the red Cy5 channel. The middle panel corresponds to the green Cy3 channel. The right panel shows the Box plots of the log2 Cy5/Cy3 ratio. The distribution of the arrays is expected to have similar shapes and ranges.

# Supplementary material for: Whole genome analysis of p38 SAPK-mediated gene expression upon stress
**Source:** BMC Genomics. 2010 Mar 1;11:144. doi: 10.1186/1471-2164-11-144

**Figure S1. TNF $\alpha$  gene Network. Immune Response. Immunological Disease. Connective Tissue Disorder**

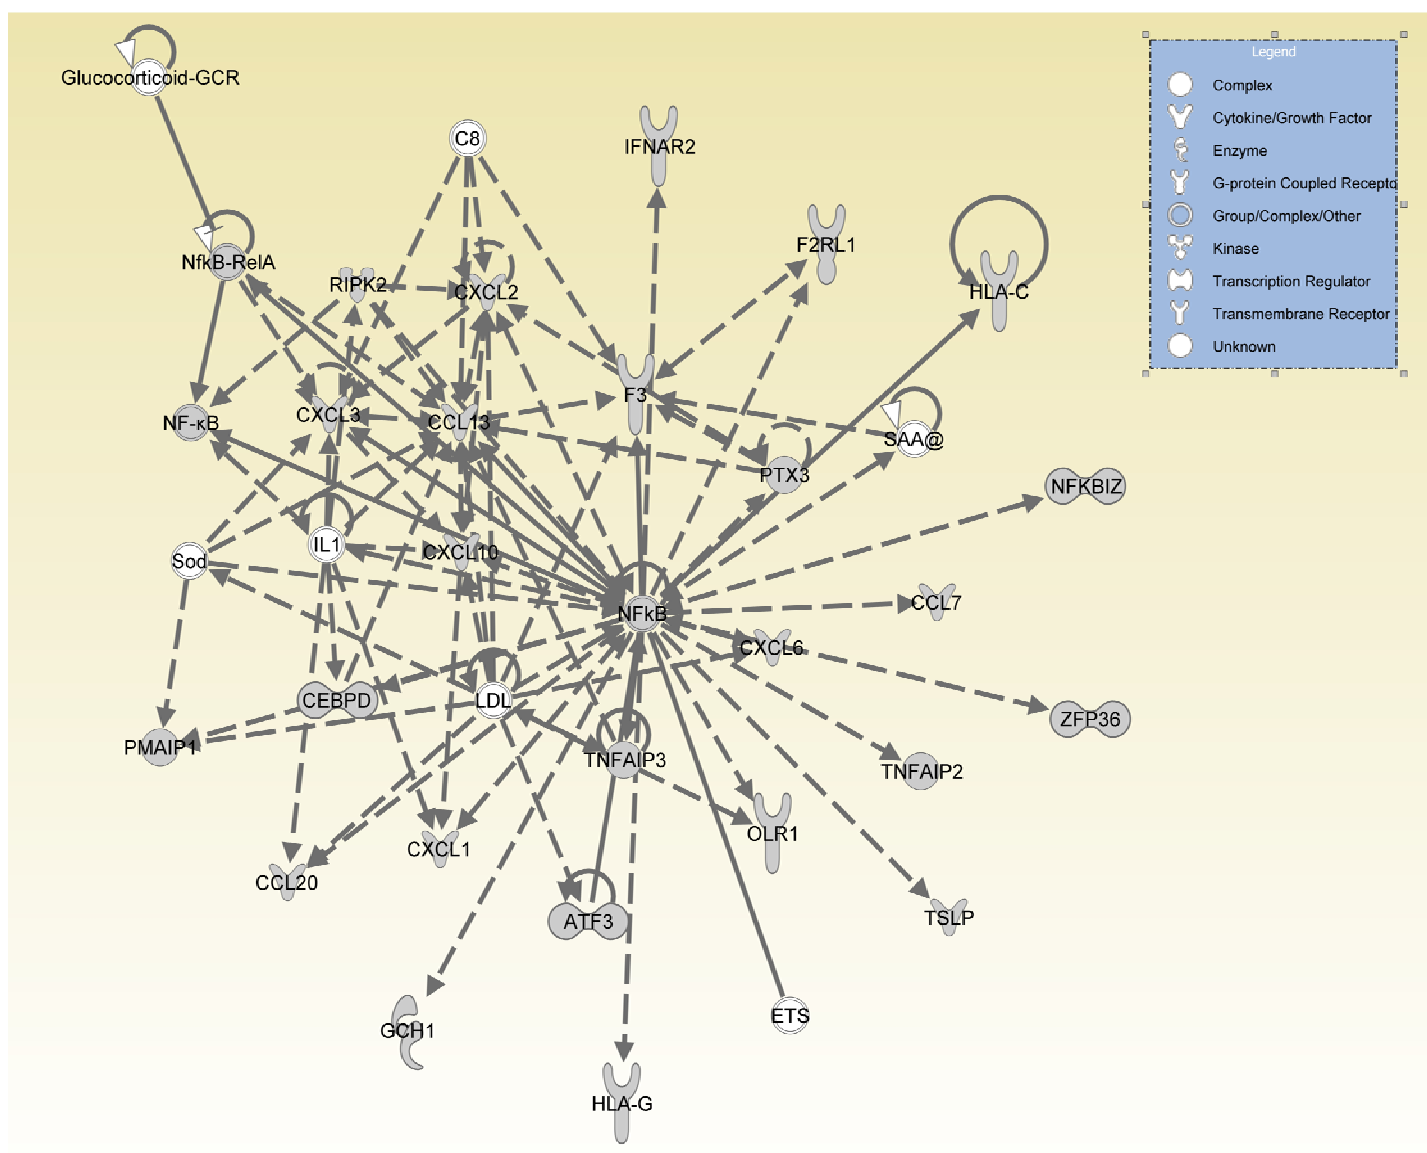

**Supplement:** Additional file 7 — Supplementary figure 1: The TNFα gene network. The TNFα gene network inferred by the Ingenuity Pathway software is related to the control of the Immune Response and Immunological Disease. The network genes shaded in grey are up-regulated by the treatment. The network genes in white are not up-regulated by the treatment. Solid arrows indicate direct interactions. Broken arrows indicate indirect interactions.

# Supplementary material for: Whole genome analysis of p38 SAPK-mediated gene expression upon stress
**Source:** BMC Genomics. 2010 Mar 1;11:144. doi: 10.1186/1471-2164-11-144

**Figure S3. NaCl (2h) gene Network. Cell Cycle. Amino Acid Metabolism. Post-Translational Modification**

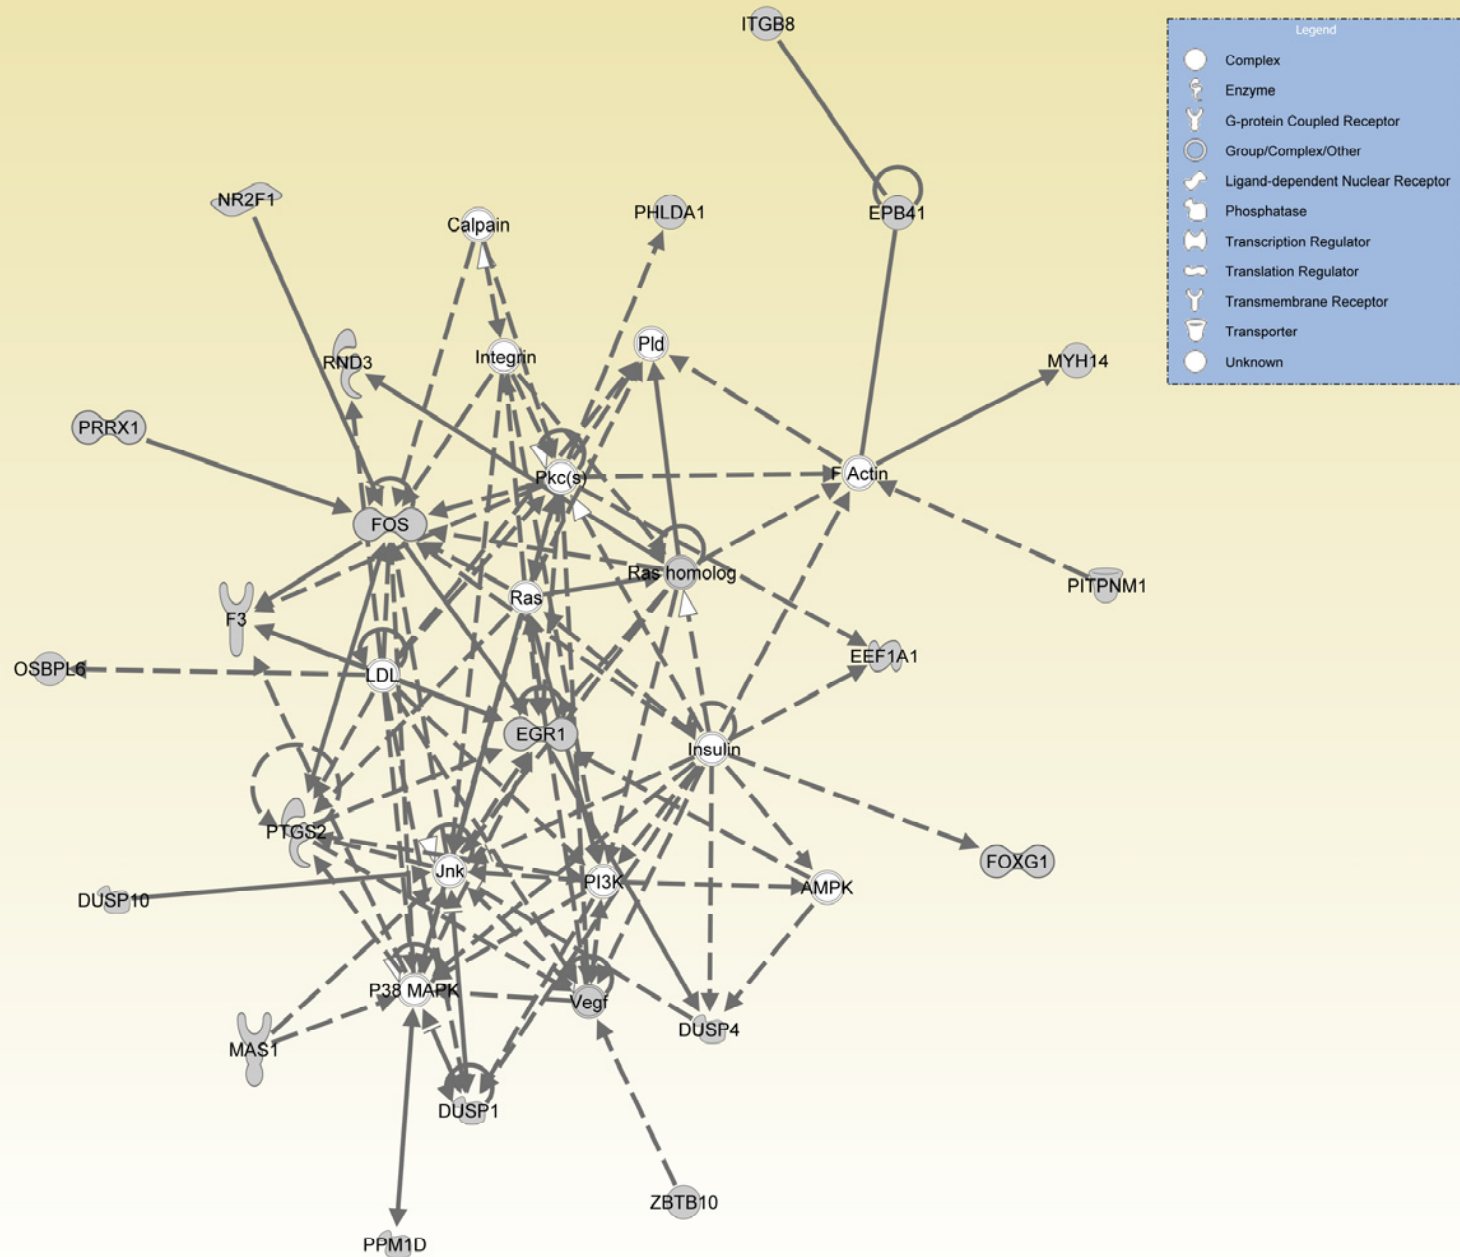

**Supplement:** Additional file 9 — Supplementary figure 3: The NaCl (2 h) gene network. The NaCl gene network at 2 h inferred by the Ingenuity Pathway software is related to the control of Cell Cycle and Post-translational Modification.

How the deposited data were processed for this re-analysis (not part of the article)

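Total RNA of wild type MEFs and p38α-/- MEFs was measured on 30 2-colour Agilent 44K arrays, 2 per group, with the treated sample in Cy5 and a pool of 2 untreated wild type cultures in Cy3. The authors scanned the arrays and extracted spot and background intensities with Agilent Feature Extraction (version 8.1.1.1 in the file headers), with spatial detrending and without local background subtraction. Before they were deposited, the processed intensities had been normalized between the dyes by a linear and a LOWESS step, with a surrogate in place of dim signals. The deposited log10 ratios are the software's ratio of processed Cy5 to Cy3. The authors also deposited a series matrix with 1 value per probe on the log2 scale, normalized and centred near 0 within each array, with dim probes partly left blank, a scale judged from its values.

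Spots of control probes and spots marked as outliers in either channel were left out, and log10 ratios were multiplied by log2 of 10. Spots of a probe and then probes of a gene were averaged on each array. Of the probes, 33453 carried a gene name distinct from their accession, giving 21689 genes, and newer symbols were added for 11 of the named genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with limma 3.58.1 were used. limma fitted 15 group means to the 30 arrays with empirical Bayes moderation, and p-values were adjusted by the Benjamini-Hochberg method over the genes measured on all arrays compared. Differences between wild type MEFs and an arm, and differences of inductions, were contrasts of the same model. Since all arrays share 1 control sample, tests were made against a ratio of 0 and hold the spread between treated cultures alone.

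Median signal over the probes lay between 144 and 436 per array in Cy5 and between 272 and 833 in Cy3. A probe not well above background on every array of a group was given a lower bound of its fold change or no fold change, which gave 267 bounds among the named genes. Genes named in the text were Mapk14, every gene that the results or the discussion of the paper name, and for each wild type treatment the 5 genes with the largest mean among those at 2.5-fold on both arrays, 115 genes in all, with families chosen by symbol. A further 9 genes, and the members of the down-regulated lists, were named after their values were seen.

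Up-regulated genes had a mean ratio of at least 2.5-fold, down-regulated genes of at least 4-fold under the pool, and genes changed without stress an adjusted p under 0.05 from limma and a 2-fold change. The p38-dependent share was the share of up-regulated genes whose log2 ratio in the arm was at most 50% of the wild type one, with exact Clopper-Pearson 95% intervals. Unchanged cultures were simulated 100 times against a shared control with the spread between replicates, once as a single culture and once as a pool of 2, the second added after the first was seen. The spread given to the control includes noise of single arrays, so these counts may be too high. The single-culture control gave higher means, of 71.0 to 72.2 genes for TNFα and anisomycin, 72.8 for NaCl at 2 h, 70.3 at 45 min and 72.5 at 8 h, and of 27.4 genes common to the 3 treatments. For the fit, the model was tested on simulated data with 200 genes per group changed by 2 log2 units: 96.5% of them were called with anisomycin and 5.85% of the calls were unchanged genes, and for the differences of induction 89.7%, 88.9% and 89.3% were called, with 5.92%, 3.56% and 3.50% unchanged. These simulated arrays had independent noise, without a deviation of the pool, a dye bias or pairing of replicates. The share of unchanged genes among the calls on the real arrays may therefore be higher.

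Whether the replicate numbers pair the samples was checked by the correlation between groups of the difference between the 2 arrays. It was above 0.1 in 55 of 55 pairs of wild type groups (from 0.13 to 0.65, median 0.46) and in 6 of 6 pairs of groups of p38α-/- MEFs (from 0.15 to 0.45, median 0.25), and in 6 of 44 pairs across the genotypes (median -0.0051). The numbers therefore pair samples within a genotype, where they also follow the 4 scanning batches: all first wild type arrays were in 1 batch and all second ones in another. The first arrays of p38α-/- MEFs shared the batch of the second wild type arrays, and the second ones had batches of their own. The slides came from 2 lots, which followed the genotype on all arrays but the second of SB203580 and NaCl for 8 h. An offset between lots may therefore be part of any comparison of the genotypes. A block for the replicate number over all arrays has 1 effect for both genotypes, so it does not pair samples within each.

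Alternatives were normexp background correction (offset 50) with loess, the series matrix, the brightest probe of each gene, probes with an NM accession, probes well above background, a threshold of 1.3 on the log2 scale, a block for the replicate number, a term for the scanning batch, fewer arrays in the fit, other rules of dependency, and each array left out in turn. A lone array left in a group was assumed to vary like the other groups. Added after the data were seen were spots marked as outliers kept, and the highest probe of each gene with these spots kept, with and without subtraction of the unstressed arm, single probes for the down-regulated lists, the paper's 2-fold threshold for ribosomal, histone and histocompatibility genes, and a block for the replicate number in the test of dependency. Lists of gene ontology terms, networks, RT-PCR and Western blots were not analysed here, and results for some genes are not reported here.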

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

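The tests of technical explanations in this part were all chosen after the results were seen.

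The induction by anisomycin differed between wild type MEFs and p38α-/- MEFs for 79 genes, and the induction by TNFα for 60, which sets 2 groups apart under the same treatment. The test was limma's contrast of the inductions at an adjusted p under 0.05, and 2224 and 1974 genes passed at an unadjusted p. The 79 genes were lower than the pool in wild type MEFs with anisomycin (median log2 ratio -0.76) and about as low with SB203580 alone (-0.73), where no stress was given, but near the pool in p38α-/- MEFs with anisomycin (-0.16), while untreated p38α-/- MEFs were at -0.62. For the 60 genes of TNFα the medians were -0.76, -0.78, -0.29 and -0.64. Of the genes measured with SB203580 alone, 81.4% of 70 and 84.9% of 53 had the same sign and at least 50% of the size there, against 67.6% and 68.1% of other genes of that size. An offset of the wild type arrays that is not an effect of stress may therefore account for many of these genes. Without the first array of untreated p38α-/- MEFs the counts were 6 and 2, and without the second 218 and 136. That the inductions of these genes depend on p38α, the explanation the design gives, stays open and untested apart from this contrast, and 6 of the 79 and 6 of the 60 were up-regulated genes.

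With SB203580 alone 353 genes differed from the pool (179 higher, 174 lower, adjusted p under 0.05 from limma and 2-fold), a signal in arrays that the paper does not report on by themselves. Of these, 341 (96.6%) were changed 2-fold on the first array and 156 (44.2%) on the second, with median sizes of 1.49 and 0.93. Without the first array 94 genes passed and without the second 1304. An offset of the first array may therefore make up part of the count. An offset shared by the wild type arrays may make up another part, since the median of the same genes, turned to the sign with SB203580 alone, was 0.67 in the groups of stress alone, which had no SB203580, and 0.76 in those of SB203580 and stress. In untreated p38α-/- MEFs, 56.5% had the same sign and at least 50% of the size, which an offset of all arrays against the pool gives and which a loss of p38 activity shared by both arms would give as well. The effect of SB203580 on unstressed cells is the biological explanation of the design and stays open, untested. The genes with the largest changes, picked after their values were seen, were 4930448D08Rik, A230059G12Rik and Foxe1.

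In untreated p38α-/- MEFs 291 genes differed from the pool by the same test (157 of them lower), again a signal in arrays that the paper does not report on by themselves. A 2-fold change was present for 263 (90.4%) on the first array and 149 (51.2%) on the second, and 153 genes passed without the first array and 612 without the second. With SB203580 alone, 50.6% had the same sign and at least 50% of the size, which is consistent with an offset shared by all arrays for part of the genes. An offset of the same size on all arrays is argued against for the list as a set: turned to the sign in untreated p38α-/- MEFs, its median was 0.49 in the 11 wild type groups and 0.97 in the stressed groups of p38α-/- MEFs. The slides came from 2 lots by their barcodes. All arrays of p38α-/- MEFs were on the same lot. All wild type arrays but the second of SB203580 and NaCl for 8 h were on the other. An offset between lots would give these medians as well and was not tested. A difference between the cell lines, by p38α or by any other difference in their origin, stays open and was not tested.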

How the results depend on the processing

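The comparisons, thresholds, rules and all alternatives but 6 were set before the data were examined. Keeping spots marked as outliers, the highest probe of each gene with these spots kept, the same with the unstressed arm subtracted, single probes for the down-regulated lists, the threshold of 2-fold for ribosomal, histone and histocompatibility genes, and a replicate block in the test of dependency were chosen after seeing the data.

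Array correlations above 0.9 numbered 26 on the linear scale of processed signals and 30 on their log2 scale. Of the results, the threshold of 1.3 on the log2 scale moved no count by more than 1.5 times and no share past its interval in the 19 results it applies to, and fits of the wild type arrays by themselves moved none of 6. For the named genes, 358 of 376 values kept their side of the test with normexp and loess (9 lost it and 9 gained it), 314 of 348 with the series matrix (4 and 30), 287 of 309 with the brightest probe (4 and 11, and 7 reversed), 346 of 376 with marked spots kept (3 and 27), and 627 of 750 with 1 array left out (117 and 6).

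The 7 reversed values were log2 ratios of the brightest probe: -0.018 for Accn2, -0.17 for Myc and -0.35 for Slc35f1 with NaCl for 2 h, -0.37 for Slc35f1 and 0.71 for Tieg3 with TNFα, -0.64 for Hist1h1d with anisomycin, and 0.82 for Akr1b3 with SB203580 and NaCl for 2 h. A single probe stands for a mean of several in this setting, and the cause of their disagreement was not tested.

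With normexp and loess the up-regulated genes numbered 33 with anisomycin (96), 43 with TNFα (82), 5, 54 and 121 with NaCl for 45 min, 2 h and 8 h (66, 108 and 193), and those also past limma's threshold 33 (60), 5, 53 and 121 (23, 85 and 183), with the count before the change of setting in parentheses. Genes common to the 3 treatments numbered 5 (13), and down-regulated genes 0 with anisomycin, 2 with TNFα and 0 with NaCl (5, 7 and 3). The p38-dependent shares in p38α-/- MEFs were 51.5%, 22.5% and 9.43% (68.8%, 47.4% and 36.8%), and with SB203580 51.6% for anisomycin, 7.69% for TNFα and 20% for NaCl at 45 min (38.3%, 17.9% and 36.4%). Inductions differed between the genotypes for 279, 203 and 69 genes (79, 60 and 0), and 174 genes were changed by SB203580 alone and 140 in untreated p38α-/- MEFs (353 and 291). This setting adds an offset to both channels, which draws ratios of dim spots towards 0, and beyond that the cause was not tested.

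With the series matrix, 18 genes were up-regulated by NaCl at 45 min and 14 of them past limma's threshold, and 22, 21 and 16 were down-regulated by anisomycin, TNFα and NaCl. The shares in p38α-/- MEFs were 38.4%, 22.2% and 2.86%, and inductions differed for 1342, 1608 and 837 genes. With probes well above background 8 genes were common, the shares in p38α-/- MEFs were 53.7%, 30% and 17.1%, and inductions by NaCl differed for 7 genes. With NM accessions 13 genes passed limma's threshold with NaCl at 45 min, 3, 4 and 1 were down-regulated by anisomycin, TNFα and NaCl, and inductions by TNFα differed for 102. With the brightest probe 8 were down-regulated by anisomycin and 11 by TNFα, and inductions by TNFα and NaCl differed for 120 and 7. The cause was not tested for any of these.

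With marked spots kept, chosen after seeing the data, 8 genes were down-regulated by anisomycin and 5 by NaCl, and inductions differed for 1562, 1764 and 767 genes, most of them higher in p38α-/- MEFs. Counting probes with these spots kept gave 35, 29 and 21 down-regulated by anisomycin, TNFα and NaCl. The highest probe with these spots kept gave 175 and 150 genes up-regulated by anisomycin and TNFα, 121, 207 and 364 by NaCl over time, and 34 common genes, since a gene needs 1 probe above the threshold in place of the mean. The cause was not tested for the others.

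Subtracting the unstressed arm gave shares of 91.6%, 72% and 51.5% in p38α-/- MEFs and of 87.9%, 63.2%, 87.9%, 61.8% and 61.3% with SB203580 (anisomycin, TNFα, NaCl at 45 min, 2 h and 8 h), and with the highest probe and marked spots kept as well 86.3%, 63.3% and 59.9%, and 88%, 62%, 86.0%, 72.5% and 61.8%. On the linear scale the shares were 26.4% in p38α-/- MEFs with NaCl, and 24.2% and 15% with SB203580 and NaCl at 45 min and 8 h, a rule that asks for a deeper fall where the wild type ratio is under 4-fold. By limma's test of the difference the shares were 13.5%, 8.97% and 1.89% in p38α-/- MEFs, and 2.13%, 0%, 0%, 0% and 5.56% with SB203580, where 36, 17, 7, 22 and 66 genes were lower at an unadjusted p under 0.05.

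The replicate number as a block over all arrays has 1 effect for both genotypes and does not pair samples within each. It gave 46 genes past limma's threshold with NaCl at 45 min, and 230, 122 and 13 genes whose inductions by anisomycin, TNFα and NaCl differed between the genotypes. It changed no other call by more than 1.5 times in the 6 other counts it was planned for. In the test of dependency, where it was chosen after seeing the data, it gave limma shares of 21.9%, 12.8% and 2.83% in p38α-/- MEFs, and with SB203580 4.26%, 1.28%, 0%, 2.80% and 8.33%, or 4.26%, 1.28%, 0%, 1.87% and 8.89% in a fit of the wild type arrays, where 47, 28, 17, 30 and 82 genes were lower at an unadjusted p under 0.05. The scanning batch as a term gave 40 such genes at 45 min, 279, 22 and 20 differing inductions, and 477 genes in untreated p38α-/- MEFs. With only the compared arrays in the fit, limma called 0 differing inductions by anisomycin, TNFα or NaCl and 0 genes in untreated p38α-/- MEFs, with 1575, 1912, 1375 and 3078 at an unadjusted p under 0.05. Fewer arrays leave fewer residual degrees of freedom in that fit.

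With 1 array left out, up-regulated genes ranged from 58 (without the first anisomycin array) to 330 (without the second), from 71 to 206 with TNFα, from 60 to 315, 83 to 303 and 247 to 322 with NaCl at 45 min, 2 h and 8 h, the higher value without the second array except at 8 h, where it was without the first. Those past limma's threshold ranged from 36 to 120, 48 to 73, 27 to 61, 50 to 160 and 148 to 296, by the same arrays. Down-regulated genes ranged from 5 to 16 with anisomycin and 5 to 12 with NaCl, the higher ones without the second array, and were 10 without either array of TNFα. Common genes ranged from 5 (without the first NaCl array) to 23 (without the second TNFα array), with 6 and 8 without the first anisomycin and the first TNFα array.

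The shares in p38α-/- MEFs ranged from 64.6% to 86.6%, 46.9% to 72.0% and 27.1% to 61.1%, lowest without the second p38α-/- array and highest without the second wild type array. With SB203580 they ranged from 22.9% to 70.2%, 9.88% to 50.0% and 12.1% to 80.3% for anisomycin, TNFα and NaCl at 45 min, lowest without the second and highest without the first array of SB203580 and the stress, from 15.7% to 48.6% at 2 h (highest without the second array of NaCl alone) and from 21.5% to 37.6% at 8 h (lowest without the first array of SB203580 and NaCl, highest without the first of NaCl alone). Differing inductions ranged from 6 to 218 with anisomycin and 2 to 136 with TNFα (without the first and the second array of untreated p38α-/- MEFs), and from 0 to 48 with NaCl (without the second and the first array of p38α-/- MEFs and NaCl, where limma's 0 stood beside 951 genes at an unadjusted p under 0.05). Genes changed by SB203580 alone ranged from 94 to 1304 and those in untreated p38α-/- MEFs from 153 to 612, without the first and the second array. A lone array has no average to damp its spread, and the cause was not tested further.

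The split of calls into higher and lower moved by over 10 points with the scaling. The higher share rose with normexp and loess from 48.0% to 58.8% with anisomycin, 47.9% to 59.3% with TNFα, 47.5% to 61.7% with NaCl at 45 min, 55.5% to 67.4% with SB203580 alone, 52.4% to 64.6% with SB203580 and NaCl at 45 min and 53.6% to 64.9% in untreated p38α-/- MEFs. It fell with the series matrix from 52.7% to 39.7% with NaCl at 2 h, 59.0% to 45.6% with SB203580 and TNFα and 55.0% to 44.6% with SB203580 and NaCl at 2 h.

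Signal over background limits the lists: in the pool's channel 30.2%, 22.0%, 57.6%, 19.4% and 8.81% of the genes up-regulated by anisomycin, TNFα and NaCl at 45 min, 2 h and 8 h were not well above background on both arrays. Without dim probes the genes up-regulated by anisomycin numbered 71 and by TNFα 67.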

Differences from the paper's values

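The settings that keep spots marked as outliers, take the highest probe or use a 2-fold threshold were chosen after seeing the values, and the others were not.

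The paper gives 146 genes up-regulated by anisomycin, 144 by TNFα and 178 by NaCl for 2 h, and the arrays gave 96, 82 and 108. Of the alternatives set before the data were examined, the threshold of 1.3 (101 genes) came within 1.5 times for anisomycin, the first array alone (206) for TNFα and the brightest probe (128) for NaCl, and the others did not. Without the second array, anisomycin (330) and NaCl (303) passed the paper's count. Marked spots kept (103 and 97 for anisomycin and TNFα) and the highest probe with marked spots kept (175, 150 and 207), both chosen after seeing the values, came within it.

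At 45 min and 8 h of NaCl the paper gives 114 and 321 genes, against 66 and 193. No alternative set before the data were examined came within 1.5 times at 45 min, and at 8 h leaving out the first (322) or the second array (247) did and the others did not. Without the second array 315 genes at 45 min passed the paper's count. The highest probe with marked spots kept (121 and 364), chosen after seeing the values, did for both.

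The paper gives 30 genes common to the treatments, against 13. Leaving out the second TNFα array (23) came within 1.5 times, the other alternatives set before the data were examined did not, and the highest probe with marked spots kept (34), chosen after seeing the values, did.

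For down-regulated genes the paper gives 22 with NaCl, 36 with anisomycin and 29 with TNFα, against 3, 5 and 7. The series matrix came within 1.5 times for NaCl (16) and TNFα (21), and no other alternative set before the data were examined did, for anisomycin none. Probes with marked spots kept (21, 35 and 29), chosen after seeing the values, did for all.

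For the share affected by SB203580 with NaCl the paper gives 90% at 45 min, 74% at 2 h and 62% at 8 h, against 36.4%, 17.8% and 21.7%. Subtracting SB203580 alone (87.9%, 61.8% and 61.3%) came within 1.5 times at each time. At 45 min leaving out the first (62.7%) or second array (76.2%) of NaCl alone or the first of SB203580 and NaCl (80.3%) did as well, and the other alternatives set before the data were examined did not. The highest probe with marked spots kept and SB203580 alone subtracted (86.0%, 72.5% and 61.8%), chosen after seeing the values, did at each time.

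For the common genes the paper gives 83% with SB203580, against 23.1%. Subtracting SB203580 alone gave 76.9% and came within 1.5 times, the other alternatives set before the data were examined did not, and the same subtraction with the highest probe and marked spots kept (73.5%), chosen after seeing the values, did.

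For genes up-regulated at a single time the paper gives 71 at 45 min, 130 at 2 h and 279 at 8 h, against 41, 63 and 162. No alternative set before the data were examined came within 1.5 times, and the highest probe with marked spots kept (62, 118 and 307), chosen after seeing the values, did. The lists in the paper's Additional file 3 themselves give 55, 107 and 265.

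The values in the paper's Additional file 3 give dependent shares of 59.6% in p38α-/- MEFs with NaCl for 2 h, and with SB203580 of 88.4% with anisomycin, 88.2% with TNFα and 74.7% with NaCl for 2 h, against 36.8%, 38.3%, 17.9% and 17.8%. In p38α-/- MEFs the brightest probe (40.2%), the threshold of 1.3 (40.2%), the subtraction of untreated p38α-/- MEFs (51.5%), and leaving out the second wild type (61.1%) or the first p38α-/- array (44.9%) came within 1.5 times, and the other alternatives set before the data were examined did not. With SB203580 the subtraction of SB203580 alone did (87.9%, 63.2% and 61.8%), and for anisomycin leaving out the second wild type array (64.1%) or the first array of SB203580 and anisomycin (70.2%), and the other alternatives set before the data were examined did not. The highest probe with marked spots kept (44.4% in p38α-/- MEFs), and with the subtraction as well (59.9%, 88%, 62% and 72.5%), chosen after seeing the values, did.

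For Akr1b3 after 8 h of NaCl the paper shows a fold change of about 17 in Fig. 9, read by eye, against 1.74-fold, and the brightest probe gave 23.0-fold and came within 1.5 times, while the others set before the data were examined did not, and the highest probe, chosen after seeing the values, gave 30.9-fold. For Hspa4l it shows about 7 in Fig. 9, read by eye, against 4.36-fold. The series matrix (5.64-fold) came within 1.5 times, and so did marked spots kept (5.54-fold), chosen after seeing the values, while the highest probe (10.7-fold), chosen likewise, and normexp and loess (3.99-fold) did not.

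The paper states that A20, c-Jun, Btg2 and Ptgs2, which it measured by RT-PCR as well, were reduced in both arms. On the arrays 1 of the 4 passed limma's threshold in both, Btg2 with anisomycin. The adjustment runs over all measured genes, so the others are not shown to be unchanged. The adjusted p of Tnfaip3 with TNFα was 0.465 in p38α-/- MEFs and 1 with SB203580, of Jun with anisomycin 0.069 and 1, and of Ptgs2 with NaCl 0.853 and 1. Subtracting SB203580 alone gave 0.00335 for Jun.

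The paper states that NaCl induced ribosomal protein genes through p38. Of 72 measured, 1 was above 2.5-fold and 11 (4 of 85 with the series matrix) above 2-fold, the paper's threshold for cellular components, applied here after seeing the values. Their median log2 ratio was 0.48 without and 0.51 with SB203580, and 0.28 in p38α-/- MEFs. Without stress it was 0.37 with SB203580 alone and 0.20 in untreated p38α-/- MEFs.

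The paper lists histone variants as induced by NaCl and anisomycin but not TNFα. Of 8 genes found for these names, 2 were above 2.5-fold with NaCl and 1 with anisomycin, and 2 and 2 above 2-fold, the paper's threshold for cellular components, which was applied here after seeing the values. The 2 with NaCl, H1foo and Hist1h1t, had probes saturated in Cy3, so that their ratios are upper limits, and were under 2.5-fold with the series matrix (1.05 and 1.15). H1f0 was at -0.86 and -0.33, Hist1h1d at -0.21 and 0.66 and H3f3a at 0.79 and 0.01. Hist1h1c was at 0.22 with NaCl and H3f3b at 0.28 and 1.23. The brightest probe put H3f3a at 1.39 with NaCl, and the highest probe, a setting chosen after seeing the values, put Hist1h1d at 1.42 with anisomycin. H1foo and Hist1h1t also passed limma's threshold with TNFα (adjusted p = 0.026 and 0.0343).

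Of the 5 components of the major histocompatibility complex listed for TNFα, 1 was above 2.5-fold, 2 above 2-fold, the paper's threshold for cellular components, applied here after seeing the values, and 3 were higher than the pool by limma. H2-Ob was at 0.10 and H2-Q10 at -0.08, and the highest probe, chosen after seeing the values, put H2-Q10 at 1.54.

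Among the solute carriers that the paper lists as specific to NaCl, Slc15a1 was above 2.5-fold on average, from the first array, and did not differ from the pool (adjusted p = 0.364 from limma). Slc35f1 was at 0.46, Slc5a1 at 0.86 and Slc22a3 at 0.81. The brightest probe put Slc38a2 at 2.84, and the highest probe, chosen after seeing the values, put Slc20a1 at 1.41. Of the ion transporters, Accn2 (0.66) and Trpm3 (0.49) were under 2.5-fold, and Kcnv2 was not well above background. The highest probe, chosen after seeing the values, put Accn2 at 1.34 and Trpm3 at 1.34.

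Among transcription factors, Runx2 was at 1.08 with NaCl, and at 1.39 with the highest probe, chosen after seeing the values. For anisomycin the paper lists 6, of which Smad7 and Sox2 were above 2.5-fold on average and Ddit3 on 1 array, and Smad7 was higher with NaCl (2.37) than with anisomycin (1.41). Fosb had 0.72 on 1 array, Tieg3 0.81, which the brightest probe put at 1.55, and Egr2 was above 2.5-fold with the series matrix (1.52) and with marked spots kept (1.43), a setting chosen after seeing the values. For TNFα, Nfatc1 was at 0.85, and at 1.43 with the highest probe, chosen after seeing the values, Pax1 was at -0.10, Lhx5 and Nkx2-9 were not well above background, and Irf1 was at 4.50 on 1 array, at 2.07 with the series matrix and at 1.92 with marked spots kept, chosen after seeing the values. Id2, which the paper contrasts between anisomycin and NaCl, was at 1.59 and 2.41.

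Of the factors placed at the centre of networks, Nfatc2 was at 0.11 with anisomycin and Prrx1 at 0.18 with NaCl, and the highest probe, chosen after seeing the values, put Prrx1 at 1.41. Of the common factors, Nmyc1 was at 0.0031 with TNFα and 0.23 on 1 array with anisomycin, whereas Myc, listed in its place in Figure 6C, was above 2.5-fold in all 3 treatments. Dusp16 was at 0.80 with TNFα, and at 1.49 with the highest probe, chosen after seeing the values, and Dusp10 at 1.31 with anisomycin, and at 1.33 with the series matrix. Cxcl9 and Gdf10 were not well above background with TNFα, and Cxcl1 had a value with the series matrix (3.02) and with marked spots kept (2.86), chosen after seeing the values.

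In the time course, Nmyc1 was at 0.90 and Dusp4 at 0.56 at 45 min, and the brightest probe put Nmyc1 at 1.60. At 8 h Akr1b3 was at 0.80, at 2.59 with the series matrix and at 4.52 with the brightest probe. The paper states that SB203580 lowered the genes it tested by RT-PCR over time. The adjustment of the tests below runs over all measured genes, so genes that did not pass are not shown to be unchanged. None of Nmyc1, Fos, Dusp4 and Zfp36 at 2 h passed limma's threshold, without or with a replicate block (without, adjusted p = 0.411, 1, 1 and 0.411), and after subtraction of SB203580 alone Fos (0.021) and Zfp36 (0.0217) did. Hspa4l at 8 h had 2.11 with SB203580 on the 1 array that measured it and a mean of 2.12 without. This difference was not tested. With the block and only wild type arrays in the fit, chosen after seeing the values, Dusp4 (adjusted p = 0.0132 from limma) and Nmyc1 (adjusted p = 0.0444 from limma) passed at 8 h, and with the block over all arrays Dusp4 did and Nmyc1 did not.

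Of the 11 kinases and receptors listed for 8 h of NaCl, 9 were measured on both arrays, 4 of them above 2.5-fold and 8 higher than the pool by limma. Stk4 was at 0.40, Cdc2l5 at 0.84, Egfr at 1.31, Flt1 at 1.13 and Kdr at -0.07. The brightest probe put Egfr at 1.90, and the highest probe, chosen after seeing the values, put Stk4 at 1.34 and Flt1 at 3.28. Of the 6 phosphatases, 2 were above 2.5-fold among 5 measured. Ptprb was at 1.12, Ptpla at 1.06 and Ptprd at 0.69, which the brightest probe put at 2.99 for Ptprb and 1.37 for Ptpla, and the highest probe, chosen after seeing the values, at 1.77 for Ptprd. Dusp14 was at 0.94 and Pdgfb at 1.00, and with the brightest probe at 1.55 for Dusp14 and 1.73 for Pdgfb.

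Of the 12 genes shared with another study, 6 of 9 measured were above 2.5-fold with TNFα. Junb was at 0.83, Cited2 at 0.17 and Ptgs2 at 1.13. With marked spots kept, chosen after seeing the values, 10 of the 12 were above it. Of the 5 genes on the array from the last list of the discussion, Pde4b was at 1.03 with TNFα, and at 2.02 with the highest probe, chosen after seeing the values, and Ier3 at 1.19 on 1 array, and at 1.59 with the series matrix and 1.44 with marked spots kept, chosen after seeing the values.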

Other observations

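The tests of selection by a high value, of a bias shared by all arrays, of signal near background and of a lower level before stress were set before the results were seen. Those of an offset of first arrays, of SB203580 alone, of sex chromosomes and of the column in Additional file 3 were chosen after.

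Genes picked by a high value on a single array fall back on a second array without any treatment. Of 1878 genes at 2.5-fold on 1 wild type array, 58.8% were at most 50% of that log2 ratio on the other array of the same treatment, against 65.5% on the array of SB203580 and the stress with the other replicate number and 30.5% on that with the same number. For p38α-/- MEFs the shares were 62.1%, 69.9% and 66.8% of 994 genes. The share depended on the array: picked on first arrays it was 92.9% with NaCl at 45 min and 78.0% with anisomycin, and picked on second arrays 28.4% with TNFα and 26.6% with NaCl at 8 h, against 29.9% and 50.5% on the array of SB203580 and the stress. Selection by a high value may therefore account for part of the p38-dependent shares, more so for genes high on first arrays, and the difference of the shares leaves room for an effect of p38, the explanation of the design, which these tests do not exclude.

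The 13 genes common to the treatments were tested for a ratio raised on all arrays. On the log2 scale, 0 of 13 had at least 50% of the 2.5-fold threshold on all 4 arrays without stress. These arrays were those of SB203580 alone and of untreated p38α-/- MEFs. Several genes, among them 4732499D12Rik, 6030445D17Rik, 6720482D04, Il22ra2 and Slc15a1, had a ratio of exactly 0.0 on the second array of SB203580 alone. A surrogate for dim signals may stand behind such a value, so the test cannot decide for these genes. For the genes without such values it argues against a dye or probe bias shared by all arrays. At 2.5-fold on the first array of SB203580 alone there were 8, and on the second 1, Jun. The median log2 ratios were 2.05 and 0.0 on the 2 arrays, the last again such a value. The 8 were 4732499D12Rik, 4930412F12Rik, 6030445D17Rik, 6720482D04, Cxcl10, Il22ra2, Jun and Slc15a1, of which all but Cxcl10, Jun and Slc15a1 were named after their values were seen. An offset of the first wild type arrays is therefore a candidate explanation for most of the common list, and a common response to stress stays open for the 4 genes above the threshold on all second arrays, Egr1, Epha2, Jun and Zfp36l1.

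Of the genes up-regulated in the 5 wild type treatments together, 12.3% were not well above background in either channel on both arrays, against 2.62% of all measured genes, and in the pool's channel 22.6% against 2.87%. Signal near background may therefore add genes to the lists. An induced gene also starts from a low level in the pool, which would raise the second share and not the first, and this was not tested further.

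A gene that is lower in p38α-/- MEFs before the stress counts as dependent although its induction may be intact. Of the dependent genes of the 3 treatments, 28.8% were below the pool in untreated p38α-/- MEFs, and 2.16% had an induction over untreated p38α-/- MEFs above 50% of the wild type one. A lower level before stress is thus argued against as the cause of the shares in p38α-/- MEFs, and a smaller induction without p38α, the explanation of the design, stays open beside selection.

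The shares with SB203580 rose when SB203580 alone was subtracted. For 498 genes of the 5 treatments together, 24.5% were dependent without subtraction, 76.3% after subtracting the first array of SB203580 alone, 44.8% after the second and 70.1% after their mean. A raised ratio on the first array of SB203580 alone may therefore account for much of the rise. Of the 349 genes dependent after subtraction of the mean, 30 were not lower than with stress alone. The biological reading, that SB203580 raises the level of these genes in unstressed cells, was not tested apart from these 2 arrays and stays open.

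The column for SB203580 in the TNFα list of the paper's Additional file 3 was compared with the arrays. Of its values, 61.2% were within 0.02 of SB203580 and anisomycin minus SB203580 alone, and 0.746% of SB203580 and TNFα minus SB203580 alone. Of 53 genes on both the anisomycin and the TNFα lists, 53 had the same SB203580 value within 0.02, and 2 the same wild type value. Values of SB203580 and anisomycin in the place of SB203580 and TNFα are therefore a candidate explanation for this column. For the same genes the dependent share was 89.6% with the anisomycin arrays and 68.7% with the TNFα arrays after subtraction, and 35.1% with the TNFα arrays without it. No biological explanation was tested.

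Xist was among the genes with the largest difference in untreated p38α-/- MEFs, and was named after its values were seen. Its 4 probes had median log2 ratios of 4.63, 2.32, 0.85 and 6.74 over the arrays of p38α-/- MEFs on which each was measured. Ddx3y was at -1.97, 2-fold lower on 8 of 8 arrays of p38α-/- MEFs and on 0 of 19 of wild type MEFs. Of the probes of other Y chromosome genes that were well above background in the pool on all 30 arrays, 1 of 12, that of Eif2s3y at -4.86, had a median of -1 or lower, while Jarid1d was at -0.93 and Uty at -0.66, against 0.61 and -0.12 in wild type MEFs. This count decides nothing about a difference in sex chromosomes between the cell lines, since most of the 12 were at the pool's level in both lines and cannot show a loss if they measure no transcript of those genes. Eif2s3y was 2-fold lower on 7 of 7 measured arrays of p38α-/- MEFs and on 0 of 22 of wild type MEFs. High Xist with low Ddx3y and Eif2s3y is what such a difference would give. It stays open as a candidate, since it was not tested apart from these genes, and the paper gives no sex of the embryos. Such a difference would set the lines apart by more than p38α in every comparison of the genotypes.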
